# The biguanide polyamine analog verlindamycin promotes differentiation in neuroblastoma via induction of antizyme

**DOI:** 10.1038/s41417-021-00386-6

**Published:** 2021-09-14

**Authors:** Zuzanna Urban-Wójciuk, Amy Graham, Karen Barker, Colin Kwok, Yordan Sbirkov, Louise Howell, James Campbell, Patrick M. Woster, Evon Poon, Kevin Petrie, Louis Chesler

**Keywords:** Paediatric cancer, Targeted therapies

## Abstract

Deregulated polyamine biosynthesis is emerging as a common feature of neuroblastoma and drugs targeting this metabolic pathway such as DFMO are in clinical and preclinical development. The polyamine analog verlindamycin inhibits the polyamine biosynthesis pathway enzymes SMOX and PAOX, as well as the histone demethylase LSD1. Based on our previous research in acute myeloid leukemia (AML), we reasoned verlindamycin may also unblock neuroblastoma differentiation when combined with all-*trans*-retinoic acid (ATRA). Indeed, co-treatment with verlindamycin and ATRA strongly induced differentiation regardless of *MYCN* status, but in MYCN-expressing cells, protein levels were strongly diminished. This process was not transcriptionally regulated but was due to increased degradation of MYCN protein, at least in part via ubiquitin-independent, proteasome-dependent destruction. Here we report that verlindamycin effectively induces the expression of functional tumor suppressor—antizyme via ribosomal frameshifting. Consistent with previous results describing the function of antizyme, we found that verlindamycin treatment led to the selective targeting of ornithine decarboxylase (the rate-limiting enzyme for polyamine biosynthesis) as well as key oncoproteins, such as cyclin D and Aurora A kinase. Retinoid-based multimodal differentiation therapy is one of the few interventions that extends relapse-free survival in MYCN-associated high-risk neuroblastoma and these results point toward the potential use of verlindamycin in this regimen.

## Introduction

Neuroblastoma is the most common extra-cranial solid tumor in children. Half of the patients are diagnosed with high-risk disease, which requires multi-modal therapy including chemotherapy, surgery, and radiotherapy [1]. Despite intensive treatment, 5-year survival rate for this group of patients remains around 40%.

The two most important markers of poor survival probability in neuroblastoma are undifferentiated tumor morphology and MYC pathway activity [2]. Induction of differentiation is therefore one of the most promising approaches to treat neuroblastoma, with retinoic acid (RA) used in the clinic for patients with minimal residual disease [3]. However, many patients relapse while on retinoid treatment, which may suggest either gain of resistance or selection (and expansion) of a resistant clone. *MYCN* amplification, found in approximately 20% of neuroblastoma patients, indicates particularly bad prognosis [4]. MYCN transcription factor belongs to the MYC family and is involved in cell proliferation, growth, apoptosis and differentiation. Its expression is restricted mainly to embryonic development, which makes it a potentially good drug target [5]. However, so far direct MYCN inhibition (i.e., inhibition of MYCN binding to Max) has been rather challenging with no drugs available at the moment. MYCN is therefore considered to be undruggable due to reasons such as its nuclear localization and lack of a defined ligand-binding site [6, 7].

One way of indirect MYC targeting is via polyamine depletion [8, 9]. Polyamines are organic cations affecting numerous processes in tumorigenesis, such as cell proliferation, tumor growth, apoptosis, and angiogenesis [10]. There is a strong relationship between MYC and polyamine levels; one of the MYC target genes is ornithine decarboxylase (*ODC1*), a key enzyme in polyamine biosynthesis. Treatment with an ODC1 inhibitor—α-difluoromethylornithine (DFMO)—has been shown to decrease MYC levels [8]. DFMO is currently in phase II clinical trial for neuroblastoma patients in remission (NCT02395666, NCT01586260).

Besides inhibition of ODC1, polyamine synthesis can be also targeted via the use of polyamine analogs. One such compound is verlindamycin—a dual biguanide polyamine analog and LSD1 inhibitor (due to considerable homology between LSD1 and polyamine oxidases) [11]. Verlindamycin (also called compound 2d) was shown to inhibit growth of acute myeloid leukemia (AML) and estrogen-negative breast cancer in vitro [12, 13]. We previously demonstrated that LSD1 inhibition reactivates RA-induced differentiation in leukemia, which made us hypothesize that combination of verlindamycin and all-*trans*-retinoic acid (ATRA) can also be effective in neuroblastoma [14]. LSD1 is strongly upregulated in poorly differentiated neuroblastoma and its inhibition was shown to inhibit neuroblastoma growth both in vitro and in vivo [15]. In addition, polyamine depletion has been shown to induce differentiation in a mouse neuroblastoma cell line [16]. We therefore studied the impact of verlindamycin on neuroblastoma cells to show that this compound decreases proliferation rate and MYCN expression, whereas enhances cell differentiation in combination with ATRA. Taken together, we propose a novel mode of action of verlindamycin via upregulation of antizyme, a negative regulator of polyamine pathway.

## Materials and methods

### Compounds and cell culture

2d, 1,15–bis{N5–[3,3–(diphenyl)propyl]–N1–biguanido}–4,12–diazapentadecane, verlindamycin was generously provided by Dr Patrick Woster from Medical University of South Carolina; 10 mM stock in dimethyl sulfoxide (DMSO) was stored at −20 °C. ATRA (Sigma) was stored as a 10 mM stock in DMSO and ethanol (50/50) at −80 °C; GSK-LSD1 (Sigma) was stored at −20 °C as 1 mM stock solution in DMSO; DFMO (Enzo Life Sciences) was stored at −20 °C as 1 M solution dissolved in sterile water. Neuroblastoma cell lines were obtained from German Collection of Microorganisms and Cell Cultures (Kelly, SH-SY5Y), Public Health Collection (SK-N-BE(2)-C), American Type Cell Collection (SK-N-AS, IMR32, HEK-293T), and were all short tandem repeat-profiled. SHEP-Tet21/N were a gift from Dr Deborah Tweddle (Newcastle, UK). Cells were grown in RPMI-1640 medium (Sigma) supplemented with 10% fetal bovine serum (FBS; Gibco) without addition of antibiotics except for HEK-293T, which were grown in Dulbecco’s Modified Eagle Medium with 10% FBS and 1% PenStrep. Cells were cultured in standard conditions (5% CO_2_ and 37 °C) and routinely tested for *Mycoplasma* species (Sigma MP0035, LookOut® Mycoplasma PCR Detection Kit). For three-dimensional (3D) sphere culture, 2500 cells per well were seeded in ultra-low attachment round bottom plate (Costar, 7007) and imaged with Celigo to monitor growth. To establish 50% growth-inhibitory concentration (GI_50_) for verlindamycin, cells were grown in 96-well plates for 96 h and then treated with a range of concentrations. After 72 h of compound exposure, cells were fixed and cell viability was assessed with the use of sulforhodamine B assay [17]. GI_50_ was calculated with the use of GraphPad Prism.

### Cell proliferation assay and clonogenic assay

To assess difference in proliferation rate, cells were seeded in two black 96-well plates. Twenty-four hours after seeding, compounds were added to plates. The first plate was read as a reference after 24 h using CellTiter-Glo (Promega), according to the manufacturer’s protocol, on Synergy 2 Microplate Reader (BioTek). The second plate was read in the same way after 6 days of incubation. For clonogenic assay, cells were treated with compounds for 10 days after which they were seeded into 6-well plates, 1000 live cells per well. After 2 weeks of culture, cells were fixed with 4% paraformaldehyde and stained with crystal violet solution (Sigma). Colonies were counted with Oxford Optronics Gelcount.

### Annexin V flow cytometry assay

FITC annexin V apoptosis detection kit (BD Pharmingen) was used to assess apoptosis in cells treated with compounds for 6 days, according to the manufacturer’s protocol.

### Western blotting

Cells were lysed directly in LDS sample buffer with reducing agent (Invitrogen); samples were sonicated and denatured by 5 min incubation at 95 °C. Equal amount of protein was loaded on a gel and run at 130 V, then transferred to polyvinylidene difluoride membrane. Next, the membrane was blocked with 5% milk and incubated with primary antibody (Santa Cruz: MYCN Sc53993; Cell Signaling: glyceraldehyde 3-phosphate dehydrogenase (GAPDH) 2118L, Aurora A 4718, Cyclin D1 2922; Abcam: ODC1 ab97395, LSD1 ab17721) at 1:1000 for 2 h at room temperature. After washing, the membrane was incubated with secondary antibody conjugated with horseradish peroxidase (Dako) at 1:10,000 and washed again, and the reaction was developed with Lumigen ECL reagents (Lumigen) and imaged on LAS-3000 Imaging System (Fujifilm).

### Protein stability assays

For proteasomal inhibition, cells treated with verlindamycin for 4 days were treated with 10 μM MG-132 (Sigma) for 16 h. To assess MYCN half-life in cells treated with verlindamycin, cells were exposed to 25 μg/ml cycloheximide for up to 2 h. Cells were harvested, and after performing western blotting, band intensity was quantified with ImageJ.

### Immunofluorescence and proximity ligation assay (PLA)

Cells were grown on coverslips, treated with compounds, and fixed with 4% paraformaldehyde on day 6. Next, they were permeabilized with 0.2% Triton X-100 in phosphate-buffered saline (PBS), washed, and blocked for 30 min in immunofluorescence buffer (IFF; 1% bovine serum albumin, 2% FBS in PBS). Cells were then incubated with primary antibody (Santa Cruz: MYCN Sc53993 1:5000; Cell Signaling: Neurofilament-l 2837S 1:100) for 1 h at room temperature. After washing, cells were incubated with secondary antibody (goat anti-rabbit Alexa-Fluor 568 and goat anti-mouse Alexa-Fluor 488, Invitrogen) diluted 1:5000 in IFF for 1 h. Finally, they were washed with PBS (last wash with 1:5000 4,6-diamidino-2-phenylindole) and nanopure water and mounted in Fluoromount-G (SouthernBiotech). Fluorescence was observed with Zeiss confocal microscope, with the use of ZEN software. DuoLink PLA was performed according to the manufacturer’s protocol (Sigma); fluorescence was registered with Zeiss confocal microscope and scored with the DuoLink ImageTool software.

### RNA extraction, reverse transcription, and quantitative PCR (qPCR)

To analyze gene expression, cells were harvested at 70% confluency and total RNA was isolated (Zymo Research); 500 ng of RNA was used for reverse transcription (qScript, Quantas). For SYBR qPCR, 5 ng of cDNA was mixed with primers (*RARB* Fwd TGAGTCCTGGGCAAATCCTG Rev CGGTTTGGGTCAATCCACTGA, *CRABP2* Fwd TCGGAAAACTTCGAGGAATTGC Rev CCTGTTTGATCTCCACTGCTG, *TrkB* Fwd TGTTCAGCACATCAAGCGACA Rev CAAAGGCTCCTTCGCCTAGC, *Ret* Fwd GGCATCAACGTCCAGTACAAG Rev TGAGGTGACCACCCCTAGC, *GAPDH* Fwd ATGGGGAAGGTGAAGGTCG Rev TAAAAGCAGCCCTGGTGACC), master mix (SYBR Green PCR Master Mix), and water. For TaqMan qPCR, 5 ng of cDNA was mixed with Applied Biosystems probes (*MYCN* Hs00232074_m1, *OAZ1* Hs00427923_m1, *GAPDH* 4310884E), master mix (Gene Expression Master Mix, Life Technologies), and water. qPCR reaction was performed as follows: 50 °C for 2 min, 95 °C for 10 min, (95 °C for 15 s, 60 °C for 1 min) × 40 cycles on StepOnePlus Real-Time PCR Systems (Life technologies) with melt curve analysis for SYBR. Gene expression was normalized to GAPDH with comparative Ct method.

### Small interfering RNA (siRNA) transfection

siRNA targeting *OAZ1* and *LSD1* and non-targeting was prepared according to the manufacturer’s protocol (siGENOME SMART Pool, Dharmacon). Briefly, siRNAs and DharmaFECT (Dharmacon; 0.1% (v/v) of final volume) were added to separate tubes with serum-free media and incubated for 5 min at room temperature. After that, DharmaFECT was distributed between tubes with siRNAs and tubes were incubated at room temperature for 20 min. Afterwards, complete media (with or without verlindamycin) was added to tubes and distributed to each well. Knockdowns were observed after 96 h (and cells were re-treated after 72 h according to the same protocol where indicated).

### Expression microarray

To study the effect of combined treatment with verlindamycin and ATRA on gene expression in neuroblastoma cell lines, SK-N-BE(2)-C and SK-N-AS were treated with a combination of verlindamycin (1.75 μM = 0.5× GI_50_) and ATRA (1 μM). Cells were treated on day 0, re-treated on day 3, and harvested on day 6. RNA was extracted and sent to Oxford Gene Technology in Oxford to perform the Agilent expression microarrays and analysis. Genes with a false discovery rate (FDR) of 0.05 were selected as representing significant differential expression and the list was further filtered to include those where the logFC was either >1 or <−1. Expression of genes with logFC values between groups outside the range −1.5 to +1.5 (a subset of the most strongly differentially expressed genes) was then visualized as heatmaps. We also used the pathway commons 2 database to annotate differentially expressed genes with known regulatory relationships (“controls-expression-of”) to show networks of upregulated and downregulated nodes with edges representing regulatory relationships with the differentially expressed regulatory genes (nodes). Raw data, final, normalized results as well as microarray metadata has been deposited in NCBI’s gene expression omnibus as series GSE178900.

### Frameshifting assay

The assay was performed in HEK293T cell line; therefore, first verlindamycin GI_50_ was established in HEK293T. Cells were seeded in 96-well plates and treated with a range of compound concentrations. After 48 h of compound exposure, cell viability was assessed with CellTitre-Blue on Promega GloMax Discover plate reader. We received four plasmids from Dr John F. Atkins: *Oaz1* wild type, *oaz1* in frame control, *oaz2* wild type, and *oaz2* in frame control in a pSGCluc plasmid vector containing a dual luciferase reporter system (Loughran et al. [18]). Luciferase activity was observed in wild-type plasmids if frameshifting occurred, whereas in the control plasmids, no frameshifting was needed as a thymine nucleotide is missing from the DNA sequence coding for antizyme 1 and 2. For the frameshifting assay, HEK293T cells were seeded into white 96-well plates at a density of 20,000 cells/well with the addition of 2.5 mM DFMO. After 24 h, cells were transfected with 0.2 ng of plasmids with the use of Lipofectamine (Invitrogen). After 6 h transfection, solutions were removed and cells were treated with compounds (verlindamycin and spermidine) at an indicated concentration for 48 h. Afterwards, Dual-Glo Stop & Glo Luciferase Assay System (Promega) was used to analyze Firefly and Renilla luciferase activities and the luminescence was measured on GloMax Discover plate reader. Percentage frameshifting (%FS) activity was determined by obtaining firefly:renilla luciferase ratios, then dividing reporter values by in-frame control values. Relative FS was calculated by the following method: background %FS activity determined from the 2.5 mM DFMO control was subtracted from the %FS activity for the treated samples. The background-corrected %FS activity of each compound was then divided by the background-corrected %FS activity induced by 25 mM spermidine and multiplied by 100.

## Results

### Verlindamycin inhibits neuroblastoma cell proliferation and enhances the growth-inhibitory effect of ATRA

In order to analyze the effects of verlindamycin (Fig. 1A), we first performed dose–response assays in a panel of neuroblastoma cell lines. Verlindamycin inhibited growth in all neuroblastoma cell lines tested with GI_50_ values in the micromolar range (Fig. 1B and Supplementary Fig. 1). *MYCN*-amplified cells were more sensitive to the compound compared with non *MYCN*-amplified cells, but the difference was not statistically significant. Next, we tested verlindamycin efficiency on tumor spheroids—neuroblastoma cells grown in 3D—as this type of cell culture provides a better representation of tumor physiology than cells grown in monolayer. We found that verlindamycin treatment decreased growth of tumor spheroids (as measured by spheroid diameter change, which was from −4 for 10 μM to +363 μm for control in Kelly and from −123 μm for 10 μM to +241 μm for control in SK-N-BE(2)-C) with GI_50_ values similar to those obtained with adherent cells (3.35 μM in two-dimensional (2D) versus 4.7 μM in 3D for SK-N-BE(2)-C and 3.5 μM in 2D versus 1.58 μM in 3D for Kelly) (Fig. 1C). Treatment with either verlindamycin or ATRA alone for 6 days decreased the proliferation rate of neuroblastoma cells; however, the combined treatment had the strongest antiproliferative effect leaving only 2–15% of cells metabolically active (Fig. 1D).

**Fig. 1:**
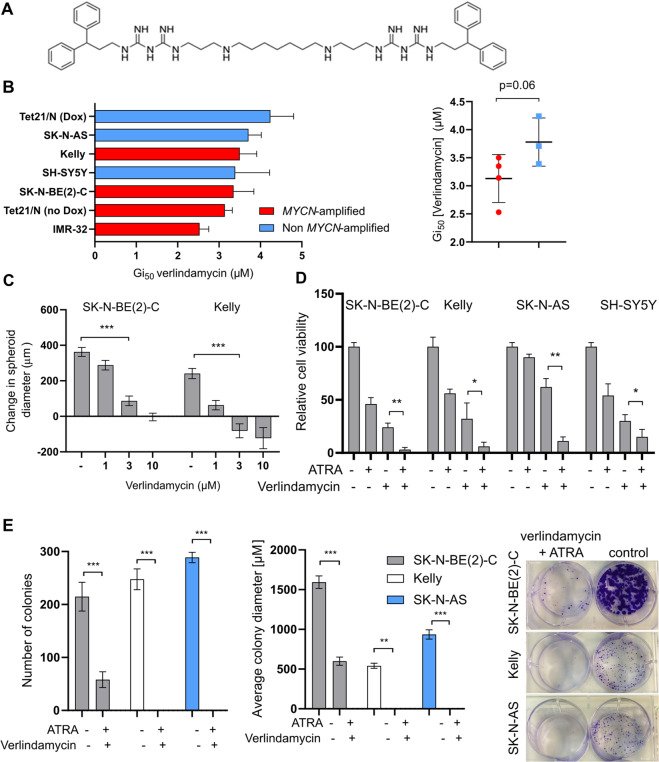
Verlindamycin inhibits neuroblastoma cell proliferation and enhances growth-inhibitory effect of ATRA. **A** Structure of verlindamycin. **B** Dose response by SRB assay for a panel of non *MYCN*-amplified (blue) and *MYCN*-amplified (red) neuroblastoma cell lines treated with verlindamycin for 72 h. 50% growth-inhibitory (GI_50_) values are shown for individual cell lines (left panel) and non-*MYCN*-amplified versus *MYCN*-amplified cell lines (right panel). **C** SK-N-BE(2)-C and Kelly cells cultured as tumor spheroids were treated with verlindamycin for 72 h and changes in spheroid diameter were assessed using a Celigo S Imaging Cell Cytometer. **D** Viability assessment as measured by CellTiter Glo (Promega) in SK-N-BE(2)-C and Kelly cells grown in monolayer. Metabolic activity of cells treated with 0.5× GI_50_ verlindamycin in combination with 1 μM ATRA was measured by CellTiter Glo after 6 days of treatment. **E** Cells treated with 0.5× GI_50_ verlindamycin and 1 μM ATRA for 10 days were tested for their ability to form colonies from single cells within 14 days. All the experiments were performed in triplicates and a representative result or mean is shown. Student’s *t* test was performed to calculate statistical significance, *p < 0.05, **p < 0.005, ***p < 0.0005, error bars show standard deviation.

Because the treatment with ATRA and verlindamycin left very few metabolically active cells, we hypothesized that it may induce cell death. To test this hypothesis, cells were stained with annexin V (Supplementary Fig. 2), which revealed that verlindamycin and ATRA treatment increases percentage of cells both in early and late apoptosis (SK-N-BE(2)-C: 16% of apoptotic cells in control versus 50% in treated; Kelly: 7 versus 82%; SKNAS: 7 versus 41%). To address the question whether cells that survive verlindamycin and ATRA treatment would be able to grow at low cell density, we performed a clonogenic assay. Cells treated with verlindamycin and ATRA for 10 days (alongside controls) were seeded at 1000 cells per well and cultured for 2 weeks. Cells treated with verlindamycin and ATRA were not only forming significantly less colonies, if any, but the colonies were also smaller (Fig. 1E). Thus, treatment with the combination of verlindamycin and ATRA leads to decrease in cell proliferation and induction of cell death in both 2D and 3D cultures.

### Verlindamycin enhances RA-induced differentiation in neuroblastoma

After establishing that verlindamycin has an antiproliferative effect on its own and that it enhances the growth-inhibitory effect of ATRA, we investigated whether its cytostatic effect may be caused by cell differentiation. After 6 days of combined treatment, some profound changes in cell morphology could be observed, with cells elongating and extending neurites (Fig. 2A and Supplementary Fig. 3A). Staining with neurofilament-light, a well-established neural marker, confirmed that the cell extensions observed by a light microscope are neurites (Fig. 2B and Supplementary Fig. 3B). In *MYCN*-amplified SK-N-BE(2)-C and Kelly, the intensity of staining and the number of neurites were increased by both ATRA and verlindamycin single treatments, with the strongest effect in the combined treatment. Interestingly, the combined verlindamycin and ATRA treatment led to a modest induction of neurites also in the non-neuronal SK-N-AS. To confirm differentiated status of cells treated with verlindamycin and ATRA, we assessed the expression of a set of previously published RA-response genes: *CRABP2* and *RARB*, and neural markers: *RET* and *TrkB* [19]. Remarkably, markers’ levels in cells treated with combination of compounds were higher than in cells treated with any of the agents alone, especially in *MYCN*-amplified cells such as SK-N-BE(2)-C and Kelly (Fig. 2C and Supplementary Fig. 3C). This indicates that there may be a synergistic effect between verlindamycin and ATRA, possibly down to the epigenetic role of verlindamycin. Overall, these results indicate that addition of verlindamycin enhances the differentiation-inducing properties of ATRA.

**Fig. 2:**
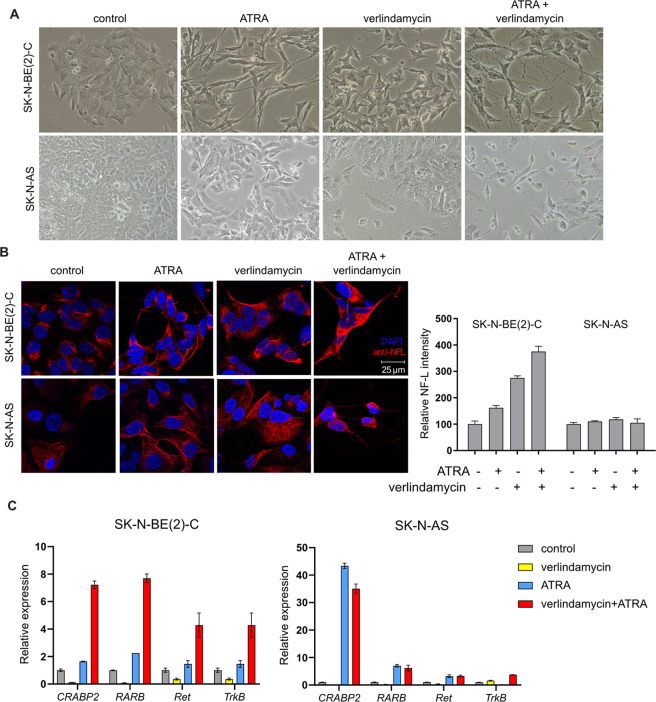
Verlindamycin enhances ATRA-induced differentiation in neuroblastoma. SK-N-BE(2)-C and SK-N-AS were treated with 0.5× GI_50_ verlindamycin and 1 μM ATRA for 6 days. **A** Brightfield microscopic pictures show morphological differences upon treatment. **B** Cells were fixed and stained with neurofilament light chain (NFL, red) and DAPI (blue). **C** mRNA expression of ATRA-target gene (*CRABP2*) and neural markers (*RARB*, *RET*) was measured by RT-qPCR and normalized to *GAPDH*. All the experiments were performed in triplicates and a representative result or mean is shown; error bars show standard deviation.

To assess the underlying effect of verlindamycin and ATRA treatment on neuroblastoma cells, we performed transcriptomics analysis of *MYCN*-amplified SK-N-BE(2)-C and non-*MYCN*-amplified SK-N-AS. 

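Expression was measured on 12 Agilent microarrays, with 3 control and 3 treated cultures of each cell line. Treated cells received 1.75 μM verlindamycin and 1 μM ATRA. On each array the RNA of one culture was labelled with Cy3 and a common reference RNA with Cy5, without dye swaps. The median Cy3 intensity, without background subtraction, ranged from 34.2 to 41.4 on the SK-N-BE(2)-C control arrays (median 37.8). It ranged from 36.8 to 50.7 on the treated arrays of that line (median 42.4). It ranged from 32.1 to 64.7 on the SK-N-AS control arrays (median 61.1) and from 29.4 to 43 on the treated arrays (median 29.4). Between 42.6% and 58.4% of spots were well above background in the Cy3 channel, and no spot was saturated. The authors deposited the scanner intensities and a table of normalized log2 ratios of reference over sample. The paper's text does not name the normalization. The intensities were background-corrected (normexp, offset 50) and normalized within each array (loess), and spots of one probe were averaged over 50599 probes as log2 ratios of sample over reference. Treated and control arrays of one line were compared with limma at the paper's thresholds, an FDR of 0.05 and a log2 fold change beyond 1. The number of arrays limits the precision. All 3 treated SK-N-BE(2)-C arrays and 1 of the controls were scanned on one day, and the other controls on other days.

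**Figure D1:**
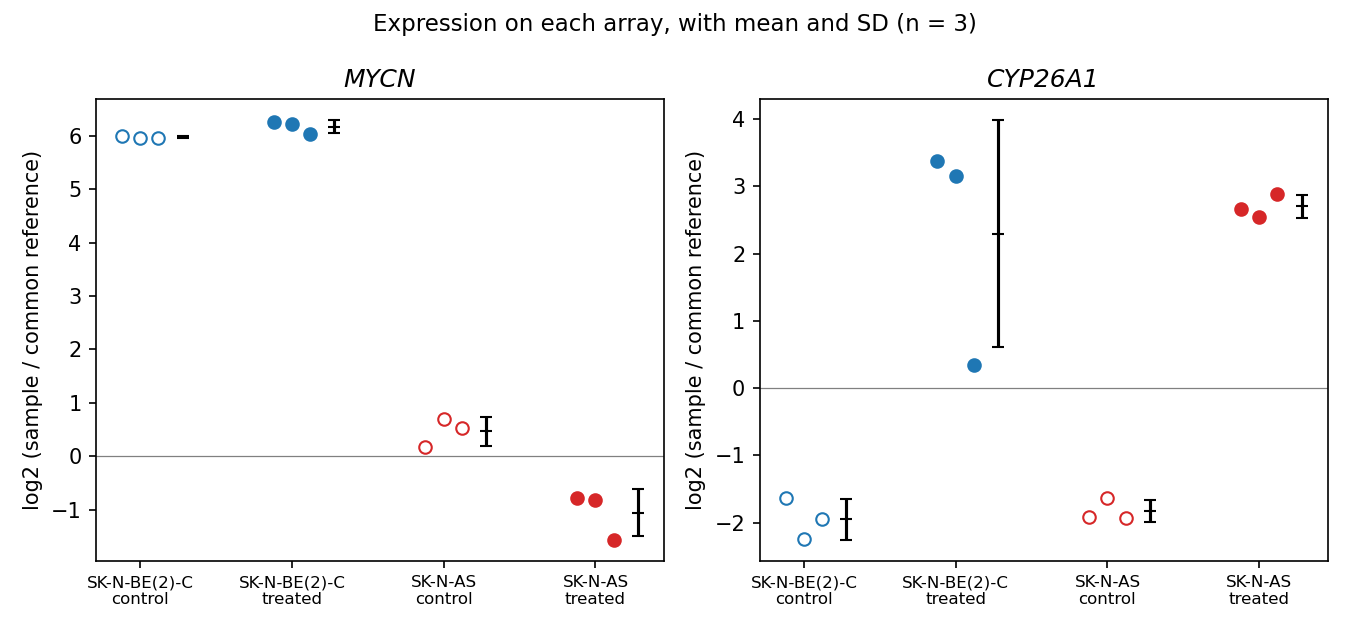
Log2 ratio of sample over common reference (vertical axis) of MYCN and of the ATRA-responsive gene CYP26A1 on each of the 12 arrays (points), with mean and SD (n = 3). MYCN lay between 5.96 and 6.25 on the SK-N-BE(2)-C arrays and between -1.56 and 0.7 on the SK-N-AS arrays, and CYP26A1 was higher on every treated array than on every control array of its line.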

Expression microarrays were performed after 6 days of treatment—on cells that had inhibited growth and were well differentiated. 

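In SK-N-BE(2)-C, 11732 of 50599 probes (23.2%) had an unadjusted p value under 0.05 in limma's test, where a uniform distribution would give 5%. In SK-N-AS the number was 9121 (18%). After Benjamini-Hochberg adjustment, 6324 probes (12.5%) lay under an FDR of 0.05 in SK-N-BE(2)-C and 3145 (6.2%) in SK-N-AS. At the other end, 31243 probes (61.7%) in SK-N-BE(2)-C and 34838 (68.9%) in SK-N-AS had an FDR above 0.5. The smallest FDR was 9.75e-07 in SK-N-BE(2)-C and 5.11e-05 in SK-N-AS.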

In both cell lines, we noted that histograms of adjusted *p* values (FDR) had non-uniform distributions that included a sharp peak of very small adjusted *p* values, in contrast to the uniform distribution of *p* values expected with random data (Supplementary Fig. 4A, D). Differential gene expression analysis between the ATRA plus verlindamycin-treated and vehicle-treated SK-N-BE(2)-C cells identified 348 spots as significantly upregulated, corresponding to 255 unique genes, and a further 539 significantly downregulated spots, corresponding to 378 unique genes. 

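On the SK-N-BE(2)-C arrays, 709 probes of 660 genes were upregulated and 469 probes of 403 genes were downregulated, with 1 gene among both. The counts moved most with the fold change threshold left out, to 3354 upregulated and 2970 downregulated probes. The largest increase was that of CYP26A1 (probe on chromosome 10 of hg19, 94837013 to 94837072), from a log2 ratio of -1.95 ± 0.3 (SD, n = 3) to 2.29 ± 1.68 (SD, n = 3), a log2 fold change of 4.24 (standard error 0.65, FDR 0.00289 from limma). Treated replicate 3 was the lowest of its group at 0.35, and with single arrays left out the log2 fold change lay between 3.7 and 5.21. It was well above background on 2 of 3 control arrays and did not pass the FDR threshold with a trended, robust variance (4.24), and NR0B1 and GDF15 (-3.2) did not either. GDF15 also failed it with the scanner software's log ratio (-3.34), and ranged from -3.87 to -2.27 with single arrays left out. NR0B1 was not well above background on any control array, so that the size of its increase is uncertain. Its log2 fold change was 3.03, with log2 ratios to the reference from 0.24 to 2.39 on the treated arrays, and it was 2.66 to 3.74 with single arrays left out and up to 6.79 with the Cy3 channel alone, and its other probe did not pass the threshold. TMSB15A (2.99), TMTC2 (2.74) and TSPAN8 (2.7) followed by log2 fold change. The largest decrease was that of HSPA6, with a log2 fold change of -3.57 (standard error 0.1, FDR 9.75e-07). It was not well above background on any treated array, so that the size of its decrease is uncertain (-7.35 to -3.46 over the alternatives), and 1 of its 2 other probes also fell. HSPA1B (-3.2) and HSPA1A (-3.03), whose near-identical sequences a probe may not tell apart, GDF15 (-3.2) and FLCN (-3.08) came next by log2 fold change. The 3 other probes of FLCN did not pass the FDR threshold.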

In a similar analysis of the SKNAS gene expression data set, a total of 952 spots showed increased expression corresponding to 661 unique genes, while 600 spots showed downregulation, corresponding to 427 unique genes. 

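On the SK-N-AS arrays, 281 probes of 256 genes were upregulated and 402 probes of 363 genes were downregulated, with 2 genes among both. Without treated replicate 2, the downregulated probes numbered 266. The largest increase was that of MT1G (probe on chromosome 16 of hg19, 56700693 to 56700752), with a log2 fold change of 5.15 (standard error 0.29, FDR 0.000289 from limma). It was not well above background on any control array, so that the size of its increase is uncertain (4.78 to 8.32 over the alternatives). CYP26A1 had a log2 fold change of 4.53, MT1E of 3.47, FA2H of 3.26 and MT1B of 3.19. Metallothionein genes resemble one another closely, and their separate values are uncertain. VEGFD, listed in the files as FIGF, had the largest decrease, from 4.66 ± 0.48 (SD, n = 3) to 0.45 ± 0.31 (SD, n = 3), a log2 fold change of -4.22 (standard error 0.25, FDR 0.000347). MEG3 (-3.23), TLR7 (-3.17), SNAR-F (-3.15) and SNAR-G2 (-3.09) followed by log2 fold change. VEGFD and TLR7 were well above background on 2 of 3 treated arrays. The SNAR genes are near-identical copies and uncertain for the same reason, and the 3 other probes of MEG3 did not pass the FDR threshold.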

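An FDR under 0.001 together with a log2 fold change beyond 2 was reached by 58 probes in SK-N-BE(2)-C (33 up, 25 down) and by 48 in SK-N-AS (28 up, 20 down). These were 0.11% and 0.09% of the probes tested. With the probes parted by mean intensity into 4 groups of equal size, the brightest group held 70.1% of the differentially expressed probes in SK-N-BE(2)-C and 72.2% in SK-N-AS. The next group held 28.8% and 26.2% and the one below it 1.1% and 1.6%.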

Volcano plots revealed that a small number of spots represented both highly significant and strongly differentially expressed genes and they were not restricted to either highly expressed or weakly expressed genes (Supplementary Fig. 4B, C, E, F). 

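Beyond a log2 fold change of 1.5, the SK-N-BE(2)-C arrays showed 131 upregulated probes of 126 genes and 108 downregulated probes of 94 genes. The SK-N-AS arrays showed 82 upregulated probes of 70 genes and 99 downregulated probes of 89 genes.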

We next visualized the expression of a subset of the most strongly differentially expressed genes in each group as heatmaps (Supplementary Fig. 5). Supplementary Fig. 6 shows networks of upregulated (yellow) and downregulated (cyan) nodes with edges representing regulatory relationships with the differentially expressed regulatory genes (gray nodes). 

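Changes of gene lists were tested with limma's camera (preset correlation 0.01), on lists written by hand after the pathways the paper names, with 1 probe per gene and Benjamini-Hochberg adjustment over 16 lists in each line. Each value is the median log2 fold change of a list minus that of all genes. The mTORC1 list (199 genes) shifted by -0.02 in SK-N-BE(2)-C (FDR 0.383) and by -0.09 in SK-N-AS (FDR 0.0632). The PI3K-Akt-mTOR list (105 genes) shifted by 0.01 (FDR 0.581) and -0.01 (FDR 0.946), with camera's direction opposite to the median in both lines. The DNA repair list (149 genes) shifted by 0.07 in SK-N-BE(2)-C (FDR 0.329) and by -0.07 in SK-N-AS (FDR 0.0609), with all 3 treated arrays on that side in each line. Over the alternatives its shift ranged from -0.05 to 0.14 in SK-N-BE(2)-C, where the direction is therefore uncertain, and from -0.09 to -0.02 in SK-N-AS. Preranked enrichment called the mTORC1 list lower in both lines (FDR 0.00135 and 0.00201) and the DNA repair list higher in SK-N-BE(2)-C (FDR 0.0206) and lower in SK-N-AS (FDR 0.00261). Over both lines camera called 16 list results, of which 13 held under the fry rotation test and 1, the S phase list in SK-N-BE(2)-C, with the correlation estimated from the data. With the Cy3 channel used alone, the mTORC1 list shifted by -0.17 in SK-N-BE(2)-C and was called.

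**Figure D2:**
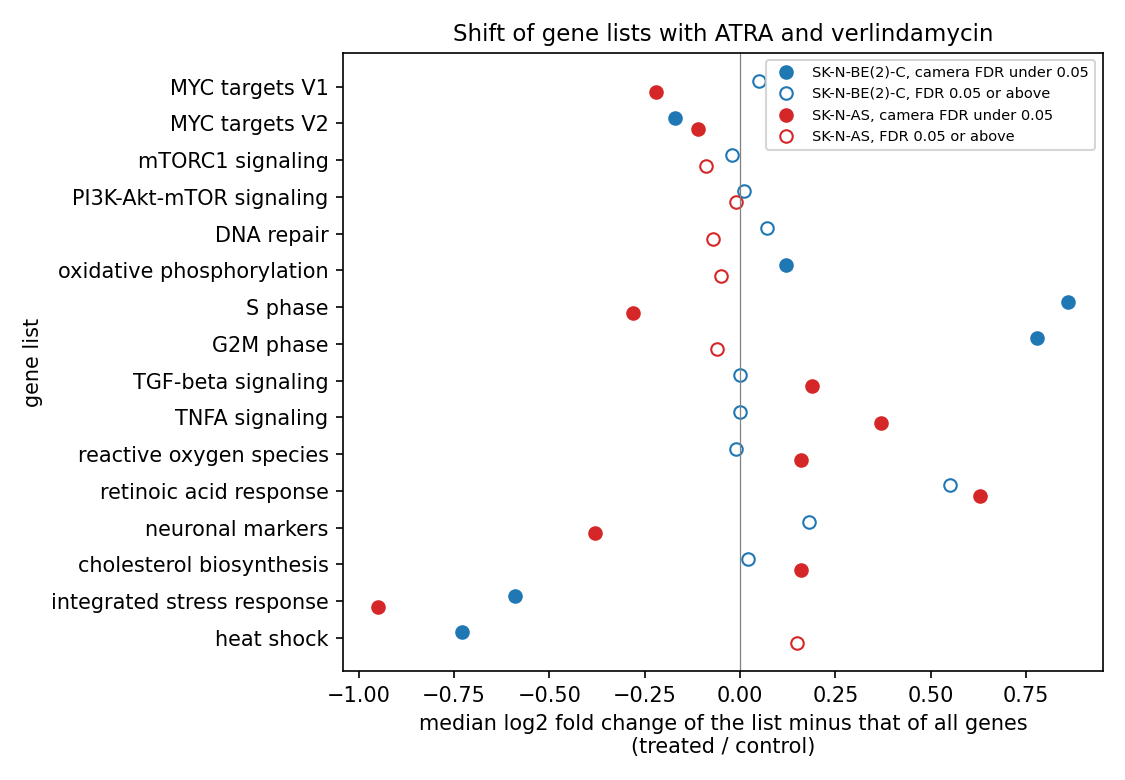
Median log2 fold change of each of 16 gene lists minus that of all genes (horizontal axis) in SK-N-BE(2)-C (blue) and SK-N-AS (red), filled where camera's FDR was under 0.05. The S phase list lay at 0.86 in SK-N-BE(2)-C and at -0.28 in SK-N-AS.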

Gene Set Enrichment Analysis revealed downregulation of several oncogenic pathways, such as mammalian target of rapamycin (mTOR), phosphoinositide-3 kinase (PI3K)-Akt, and DNA repair (Fig. 3 and Supplementary Fig. 7). Additionally, MYC targets were highly upregulated in control compared to verlindamycin- and ATRA-treated cells. 

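The list of MYC targets V1 (200 genes) shifted by -0.22 in SK-N-AS (camera FDR 5.25e-06), where it was lower on all 3 treated arrays, and by 0.05 in SK-N-BE(2)-C (FDR 0.176). The SK-N-BE(2)-C shift was 0.05 to 0.09 with single arrays left out. Over all alternatives it ranged from -0.11 to 0.13, so that its direction is uncertain. The difference between the lines was 0.26 (FDR 9.11e-05 for the interaction), and 0.06 (FDR 0.74) with the Cy3 channel alone. The list of MYC targets V2 (58 genes) shifted by -0.17 in SK-N-BE(2)-C (FDR 0.00112) and by -0.11 in SK-N-AS (FDR 0.0152). It was lower on all 3 treated arrays of each line. In SK-N-AS this call was lost without control replicate 2 (-0.11), without treated replicate 1 (-0.09), with the Cy3 channel alone (-0.08), with dim probes left out (-0.07) and with an estimated correlation. In SK-N-BE(2)-C it was lost under fry (FDR 0.0526) and with an estimated correlation. The SK-N-BE(2)-C shift kept its direction, but its size ranged from -0.31 to -0.13 with single arrays left out and reached -0.37 over all alternatives.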

Taken together, these results suggest that reduced proliferation of cells treated with verlindamycin and ATRA may be due to downregulation of several oncogenic pathways.

**Fig. 3:**
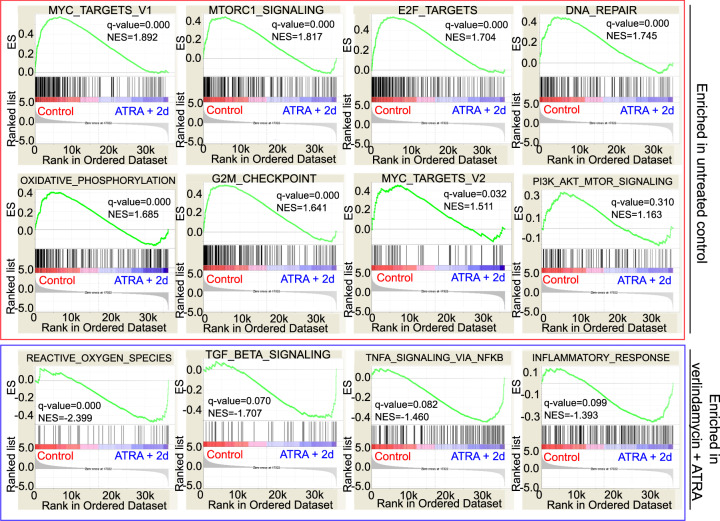
Gene Set Enrichment Analysis (GSEA) of differential gene expression in SK-N-BE(2)-C cells following co-treatment with verlindamycin (2d) and ATRA. Gene expression data generated by expression microarray analysis following 6 days of co-treatment with 1 μM ATRA and 0.5× Gi_50_ verlindamycin versus untreated (DMSO) control were analyzed using GSEA to extract biological knowledge and highly significantly enriched gene sets are shown. The most upregulated genes in vehicle control are shown on the left side (red), while the most upregulated genes following ATRA + 2d treatment are shown on the right side (blue). Black bars represent the positions of the vehicle control versus ATRA + 2d upregulated signature genes in the ranked list. Green curves represent the evolution gene density. Normalized enrichment scores (NES) reflect the degree to which genes are overrepresented. When the distribution is random, the enrichment score is zero. Enrichment of signature genes at the top of the ranked list results in a large positive deviation of the NES from zero. *q*-value false discovery rate (FDR)-adjusted *q*-value.

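On the SK-N-BE(2)-C arrays, no gene of the S phase list (43 genes) or of the G2M list (53 genes) had a log2 fold change under 0. The lists shifted by 0.86 (camera FDR 7.54e-24) and 0.78 (FDR 2.89e-23). Both were higher on all 3 treated arrays. The oxidative phosphorylation list (82 genes) shifted by 0.12 (FDR 0.0477) and was higher on 2 of 3 treated arrays. This call was kept under 12 of 26 alternatives, and the shift was -0.03 with the Cy3 channel alone. The reactive oxygen species list shifted by -0.01 (FDR 0.678), and the TGF-beta list (FDR 0.338) and the TNFA list (FDR 0.443) had a median shift of 0 with lower means (-0.1 and -0.05). In preranked enrichment the TNFA list was lower after treatment (normalized enrichment score -1.49, FDR 0.00571).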

### Verlindamycin downregulates the expression of MYCN protein by targeting its stability

MYC targets pathway was prominently downregulated upon verlindamycin and ATRA treatment (Fig. 3). 

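In preranked enrichment, the MYC targets V1 list had a normalized enrichment score of 1.43 in SK-N-BE(2)-C (FDR 0.0104), with positive scores for genes higher after treatment, and the V2 list of -2 (FDR 8.3e-05). Of the V1 genes, 40.5% had a log2 fold change under 0, and of the V2 genes, 72.4%.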

MYCN is a major determinant of outcome in neuroblastoma, amplified in the most aggressive tumors. No direct MYCN inhibitor is currently available while a lot of research interest is focused on the development of therapeutics that target MYCN indirectly [20–22]. As *MYCN*-amplified and *MYCN*-driven neuroblastoma cell lines were very sensitive to the combination of verlindamycin and ATRA, we investigated the effect of this combined treatment on MYCN itself. We measured the expression of MYCN protein upon treatment with increasing levels of verlindamycin and its combination with ATRA. Expression of MYCN protein was affected by as little as 1.75 µM (0.5× GI_50_) of verlindamycin and the effect was even stronger upon addition of ATRA (Fig. 4A and Supplementary Fig. 8A). Interestingly, expression of *MYCN* mRNA in SK-N-BE(2)-C and Kelly cells treated with verlindamycin and ATRA for 6 days was not downregulated (Fig. 4B and Supplementary Fig. 8B). Therefore, we hypothesized that this treatment targets MYCN protein but not the transcription of its mRNA. To test this hypothesis, we examined the effect of verlindamycin on MYCN stability and proteasomal degradation. Cells treated with verlindamycin were exposed to cycloheximide (an inhibitor blocking protein synthesis) for 2 h. We found that verlindamycin decreases ~2-fold MYCN half-life (20 min for treated versus 50 min for untreated in SK-N-BE(2)-C and 25 versus 60 min in Kelly) (Fig. 4C and Supplementary Fig. 8C). We then tested whether MYCN protein levels are reduced because of protein degradation by the proteasome. We found that treatment with the proteasomal inhibitor MG-132 brings the level of MYCN in verlindamycin-treated cells back to control level (Fig. 4D and Supplementary Fig. 8D). We then performed PLA to study the MYCN–Fbxw7 interaction in cells treated with verlindamycin (Fig. 4E). FBXW7 ubiquitin ligase interacts with MYCN to target it for proteasomal degradation, and as we expected, cells treated with verlindamycin had significantly more FBXW7-MYCN complexes. All these data suggest that verlindamycin downregulates the expression of MYCN by targeting its stability. To further study the connection between MYCN levels and cell differentiation, we also investigated the effect of direct MYCN inhibition by siRNA on neuroblastoma cells. We found that MYCN downregulation by siRNA leads to neuroblastoma differentiation as measured by morphological changes and NF-L-expressing neurite outgrowth (Supplementary Fig. 9), which may indicate that differentiated cells should have lower MYCN levels.

**Fig. 4:**
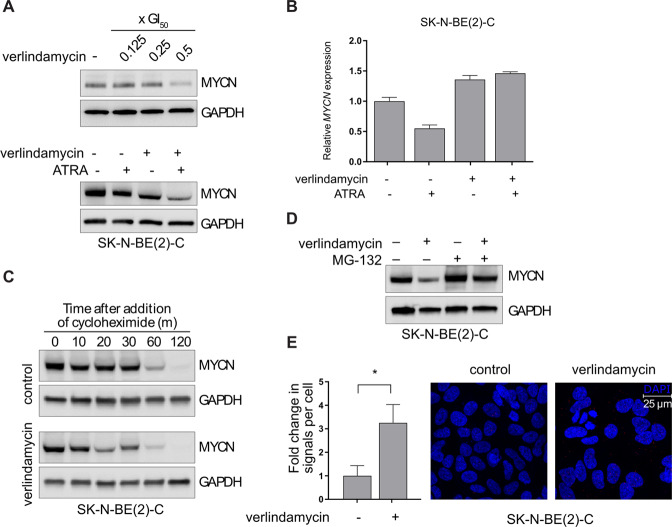
Verlindamycin downregulates the expression of MYCN protein in *MYCN*-amplified neuroblastoma. **A** MYCN protein levels were assessed in SK-N-BE(2)-C cells treated for 6 days: with different concentrations of verlindamycin (upper panel; GI_50_ = 3.5 μM) and with 0.5× GI_50_ verlindamycin combined with 1 μM ATRA (lower panel). **B** *MYCN* mRNA expression was measured by RT-qPCR (relative to *GAPDH*) in SK-N-BE(2)-C cells treated for 6 days with 0.5× GI_50_ verlindamycin alone or combined with 1 μM ATRA. **C** SK-N-BE(2)-C cells pretreated with 0.5× GI_50_ verlindamycin for 4 days were exposed to 25 µg/ml cycloheximide for up to 2 h. **D** SK-N-BE(2)-C cells pretreated with verlindamycin for 4 days were exposed to 10 µM MG-132 for 16 h. **E** PLA was performed on SK-N-BE(2)-C to assess MYCN-FBXW7 interaction; dots were quantified (left panel). All the experiments were performed in triplicates and a representative result or mean is shown; error bars show standard deviation. Student’s *t* test was performed to calculate statistical significance, *p < 0.05.

### Verlindamycin is not acting via inhibition of LSD1

Our results show that verlindamycin is a potent inhibitor of neuroblastoma growth and an enhancer of ATRA-induced differentiation. Because this compound is a dual LSD1 inhibitor and polyamine analog, we decided to test whether it is acting via inhibition of LSD1. We first tested GSK-LSD1, recently described as a potent LSD1 inhibitor in small cell lung cancer [23]. We treated neuroblastoma cells with a range of GSK-LSD1 concentrations with or without the addition of ATRA (Fig. 5A and Supplementary Fig. 10). GSK-LSD1 had a modest growth-inhibitory effect and was not amplified by ATRA. In addition, GSK-LSD1 did not downregulate the expression of MYCN protein (Fig. 5B and Supplementary Fig. 10). To ensure that LSD1 inhibition is not the mechanism of action of verlindamycin, we also tested a genetic blocker. Even though the siRNA-mediated knockdown of LSD1 (encoded by *KDM1A* gene) was very efficient (protein level in Fig. 5C and RNA in Fig. 5D), it did not lead to MYCN downregulation. Therefore, all the evidences show that the growth-inhibitory and MYCN downregulating effect of verlindamycin is not due to LSD1 inhibition.

**Fig. 5:**
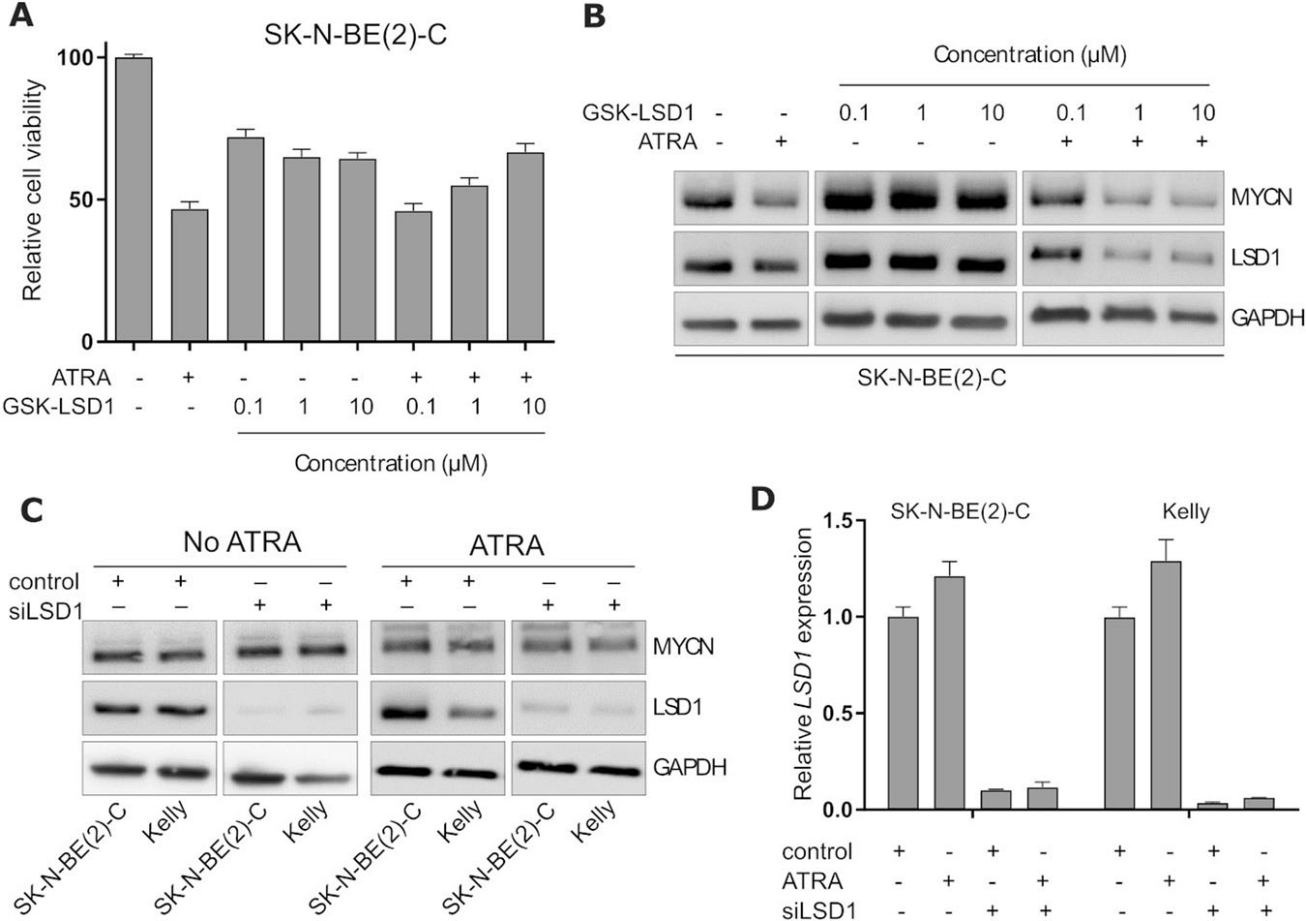
Inhibition of KDM1A/LSD1 is not the mechanism of action of verlindamycin. **A** SK-N-BE(2)-C cells were treated with a range of GSK-LSD1 concentrations combined with 1 μM ATRA for 6 days after which cell viability was assessed by CellTiter Glo. **B** MYCN expression level was tested in cells treated with GSK-LSD1 with or without addition of 1 μM ATRA for 6 days. **C** SK-N-BE(2)-C and Kelly cells with siRNA-mediated *KDM1A* knock-down (alongside non-targeting control) and treated with ATRA (for 6 days) were harvested to assess the expression of MYCN and LSD1. **D** mRNA expression of *KDM1A* was also tested in SK-N-BE(2)-C and Kelly cells treated with ATRA and *KDM1A*-targeting siRNA; expression measured by RT-qPCR relative to *GAPDH*. All the experiments were performed in triplicates and a representative result or mean is shown; error bars show standard deviation.

### Verlindamycin induces upregulation of antizyme and leads to downregulation of antizyme targets

It was reported that increase in polyamine levels leads to downregulation of ODC1 as a feedback mechanism to regulate and keep polyamine levels low [24]. This process is triggered by antizyme—a protein that leads to ubiquitin-independent degradation of ODC1. The schematic showing the frameshifting of antizyme upon polyamine induction is depicted in Fig. 6A. To assess whether the increase in polyamine analog levels will also upregulate functional antizyme levels, we performed frameshifting assay using Dual Luciferase Reporter System (as previously described [18]). For frameshifting assay, HEK293 cells were transfected with wild-type or in-frame control plasmids for antizyme 1 and 2. Verlindamycin was added on to cells alongside spermidine (as a positive control) and the assay was read with the use of Dual-Glo Stop & Glo Luciferase Assay System with the results shown in Fig. 6B. Even though the cells were treated with verlindamycin for 24 h only, we already observed a strong induction of antizyme at GI_50_ concentrations (GI_50_ presented in Supplementary Fig. 1). These results indeed indicate that verlindamycin induces antizyme frameshifting.

**Fig. 6:**
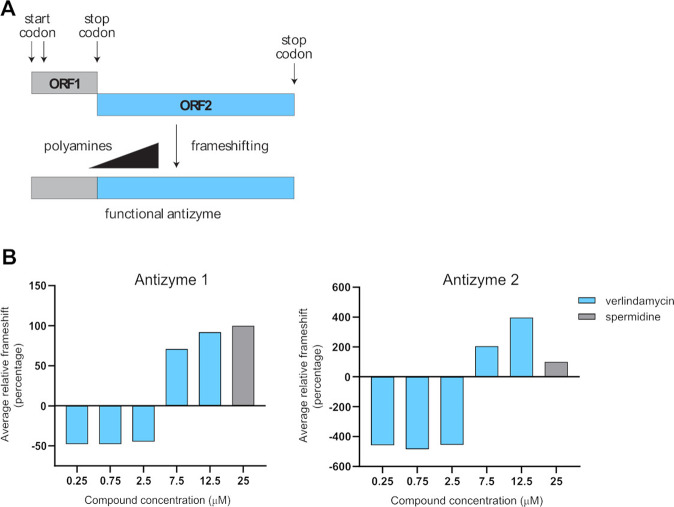
Verlindamycin treatment induces frameshifting of antizymes 1 and 2. **A** Schematic showing polyamine-induced frameshifting of antizyme. **B** Verlindamycin-induced frameshifting of antizymes 1 and 2 relative to 25 µM spermidine. Briefly, 293T cells were transfected with antizyme 1 or 2 frameshifting reporters or in-frame controls with the addition of 25 µM spermidine or verlindamycin as indicated. Percentage frameshifting (%FS) activity was determined with Dual-Glo (Promega) by obtaining firefly:renilla luciferase ratios, then dividing reporter values by in-frame control values. The background-corrected %FS activity of each compound concentration was then divided by the background-corrected %FS activity induced by 25 mM spermidine and multiplied by 100. All the experiments were performed in triplicates and a representative result is shown.

We then further assessed whether the induced antizyme was able to downregulate its targets in neuroblastoma. Four-day verlindamycin treatment led to significant ODC1 downregulation (Fig. 7A) without affecting its transcription (Fig. 7B). Simultaneously, other known targets of antizyme—cyclin D1 and Aurora A—were also downregulated at a protein level. In *MYCN*-amplified cells (Kelly and SK-N-BE(2)-C), downregulation of Aurora A was coupled with a decrease in MYCN level. At the same time, we also showed that mRNA level of *OAZ1* increased upon verlindamycin treatment in all tested cell lines (Fig. 7C). Next, we performed antizyme 1 (*OAZ1*) knockdown with siRNA. After 4 days of siRNA treatment (with or without verlindamycin), mRNA levels of *OAZ1* were measured alongside with antizyme targets (Fig. 7D, E). Even though mRNA levels of *OAZ1* were low upon combination of *OAZ1* knockdown and verlindamycin, ODC1, Aurora A, and cyclin D levels were at a level similar to verlindamycin-only treatment. This may suggest that antizyme has a long half-life and therefore siRNA knockdown cannot efficiently decrease protein levels or verlindamycin is counteracting the knockdown effect.

**Fig. 7:**
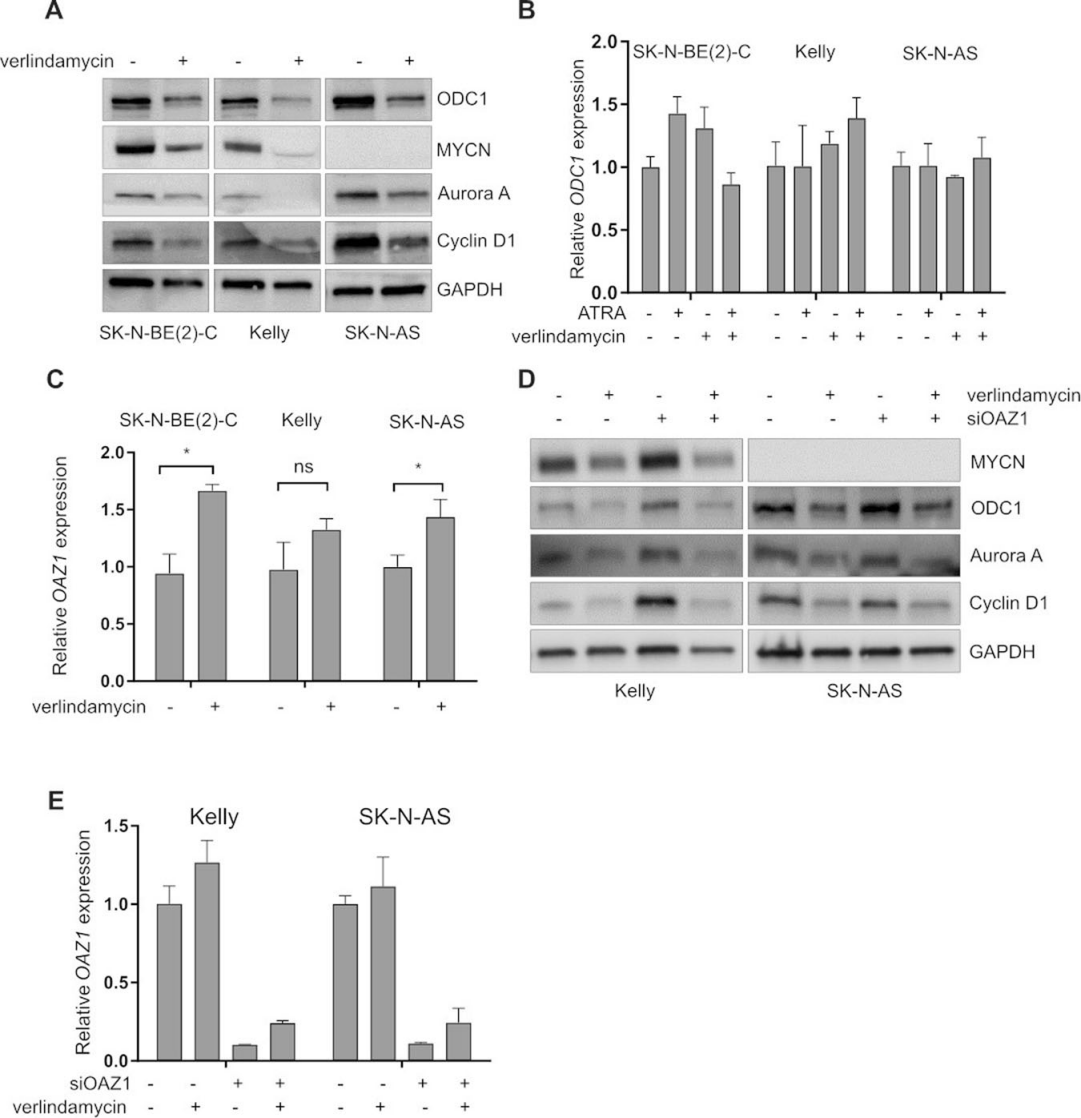
Functional analysis of verlindamycin-induced frameshifting of antizyme. **A** SK-N-BE(2)-C, Kelly, and SK-N-AS cells were treated with 0.5× GI_50_ verlindamycin for 4 days, after which the expression of Cyclin D1, Aurora A, and MYCN was measured. GAPDH expression is shown as a loading control. At the same time, the expression of **B** *ODC1* and **C** *OAZ1* mRNA was measured by qPCR, shown relative to GAPDH. **D**, **E** After 96 h of siRNA knock-down of *OAZ1* combined with verlindamycin treatment, **D** the expression of OAZ1 targets was measured by western blotting. **E** Expression of *OAZ1* mRNA was assessed by RT-qPCR (relative to *GAPDH*) in cells transfected with siRNA. All the experiments were performed in triplicates and a representative result or mean is shown; error bars show standard deviation. Student’s *t* test was performed to calculate statistical significance, *p < 0.05.

Finally, we compared verlindamycin to DFMO (eflornithine), an established ODC1 inhibitor. DFMO efficiently inhibited the growth of SK-N-BE(2)-C (Fig. 8A) but had a modest impact on MYCN expression (Fig. 8B). Additionally, 6-day treatment with DFMO did not enhance ATRA-induced differentiation (Fig. 8C). Therefore, DFMO did not recapitulate the effect of verlindamycin. All these results suggest that verlindamycin has a unique ability to induce antizyme, which degrades ODC1, Aurora A, and Cyclin D1 leading to reduced cell growth and MYCN expression.

**Fig. 8:**
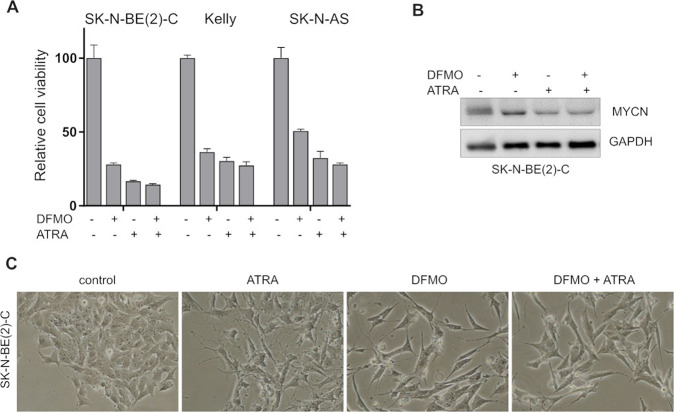
DFMO affects neuroblastoma viability and MYCN expression but does not enhance differentiation-inducing potential of ATRA. SK-N-BE(2)-C, Kelly, and SK-N-AS cells were treated with 5 mM DFMO, a well-studied ODC1 inhibitor, combined with 1 μM ATRA for 6 days. **A** Relative viability of those cells was measured by CellTiter Glo. **B** MYCN protein level was assessed in SK-N-BE(2)-C. **C** Cell morphology was observed via brightfield microscope. All the experiments were performed in triplicates and a representative result or mean is shown; error bars show standard deviation.

## Discussion

In this study, we present a unique compound of dual potency—a polyamine analog as well as a LSD1 inhibitor, combined with an eminent differentiating agent—RA. We show that the addition of verlindamycin increases ATRA-driven differentiation (in neuroblastoma cell lines), indicated with distinctive morphology and expression of neural markers. RA has long been used as differentiation-inducing agent in the treatment of neuroblastoma and maximal morphological differentiation is usually reached after 6 days of RA exposure [25], which is a timepoint we used in this study. In clinical practice, 13-*cis* RA is the form of RA given to neuroblastoma patients as it has higher maximally tolerated dose and longer half-life than ATRA. However, 13-*cis* RA is isomerized to ATRA inside cells, which justified the use of ATRA in our in vitro experiments [26].

The growth of cells treated with the combination of verlindamycin and ATRA is almost completely inhibited and a big proportion of the cells became apoptotic. Verlindamycin alone induced apoptosis in Kelly cells, but to induce apoptosis in SK-N-BE(2)-C, it had to be combined with ATRA. Although both those cell lines are *MYCN* amplified, Kelly is derived from primary neuroblastoma while SK-N-BE(2)-C from metastatic site (bone marrow); therefore, more aggressive SK-N-BE(2)-C may be more resistant to verlindamycin-induced apoptosis. However, the level of differentiation induced by the combination of verlindamycin and ATRA was similar.

The growth-inhibitory effect of verlindamycin may be caused by polyamine depletion per se and/or by downregulation of MYCN, an oncoprotein, which is the primary driver of proliferation in the high-risk neuroblastoma subset. We show that verlindamycin is affecting MYCN stability and degradation but has no impact on its transcription. The mechanism behind it may be the upregulation of antizyme, a negative modulator of polyamine biosynthesis. Polyamines play a crucial role in cell growth and proliferation such that their levels have to be tightly controlled. High intracellular polyamine levels induce a ribosomal frameshift, which leads to production of a full-length antizyme protein [27]. Antizyme decreases polyamine levels in three different ways: by disrupting ODC1 dimers, by targeting ODC1 for degradation, and by inhibiting extracellular polyamine uptake. It was shown before that polyamine analogs stimulate cells for antizyme production and that antizyme levels correlate with growth inhibition [28]. Interestingly, ODC1 is not the only antizyme target, the other two being cell cycle regulatory protein cyclin D1 and Aurora-A, a key factor in regulating MYCN stability [29, 30]. Our results demonstrate increased antizyme frameshifting as well as degradation of antizyme targets (ODC1, Aurora A, Cyclin D1) upon treatment with verlindamycin. DFMO treatment did not recapitulate the effect of verlindamycin possibly because it has a different mode of action—through decreasing polyamine levels via direct ODC1 inhibition [31].

To understand deeper the mechanism underlying the profound effect of combined verlindamycin and ATRA treatment on neuroblastoma cells, we performed transcriptomics analysis. Even though *MYCN* mRNA was not downregulated by the treatment in SK-N-BE(2)-C, MYC targets were among the most strongly affected gene sets. This, however, was in line with our finding that there is a decrease in MYCN protein level due to increased MYCN degradation.

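MYCN (probe on chromosome 2 of hg19, 16086767 to 16086826) had a log2 ratio of 5.97 ± 0.02 (SD, n = 3) on the control and 6.16 ± 0.12 (SD, n = 3) on the treated SK-N-BE(2)-C arrays. The log2 fold change of 0.19 (standard error 0.1, FDR 0.296 from limma) did not pass the threshold. It was -0.06 with the Cy3 channel alone and lay between 0.15 and 0.26 with single arrays left out. The paper relates the change in MYC targets to a lower level of MYCN protein, which it attributes to increased degradation.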

We have previously shown that PI3K/mTOR inhibitors kill *MYCN*-amplified neuroblastoma cells and have the ability to eliminate MYCN protein in vivo [32]. 

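For the difference between the lines, camera on the interaction of line and treatment gave a shift of 0.08 for the mTORC1 list (FDR 0.716, SK-N-BE(2)-C minus SK-N-AS) and of -0.06 for the PI3K-Akt-mTOR list (FDR 0.51). Of the mTORC1 genes, 51.3% had a log2 fold change under 0 in SK-N-BE(2)-C and 57.3% in SK-N-AS. The list was lower on 2 of 3 treated arrays in the first line and on 3 of 3 in the second.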

Verlindamycin appears to affect mTOR and PI3K pathways in both *MYCN*-amplified SK-N-BE(2)-C and non-*MYCN*-amplified SK-N-AS. Alterations in the PI3K pathway are frequent in tumors and promote sustained growth and proliferation [33]. Although the interaction between PI3K-mTOR pathway and polyamines has not been widely studied, it appears that polyamine production is increased upon PI3K activation [34]. Additionally, in prostate cancer mTORC1 has been recently shown to activate polyamine synthesis through the regulation of the enzymes involved in polyamine production [35]. mTORC1 can elevate polyamine levels by increasing ODC1 mRNA stability, and it also blocks antizyme production [36, 37]. We show that verlindamycin, as a polyamine analog, decreases polyamine levels and induces antizyme production leading also to a downregulation of PI3K-mTOR pathway in neuroblastoma.

Previously, verlindamycin has been mostly studied as an LSD1 inhibitor, not polyamine analog. The compound was selected in a library screen as the biguanide most efficiently inhibited the enzymatic activity of LSD1 [11]. Verlindamycin was shown to re-activate expression of aberrantly silenced genes in colon cancer, breast cancer, and AML cell lines [11–13]. We previously demonstrated that LSD1 inhibition with tranylcypromine reactivates ATRA-induced differentiation in AML, which then led to a promising clinical trial [14, 38]. MYCN directly interacts with LSD1 and inhibition of both MYCN and LSD1 was shown to be an efficient strategy for inhibition of neuroblastoma cell proliferation [39]. This may be why verlindamycin proved to be so efficient in neuroblastoma—it is a single molecule able to inhibit LSD1 and downregulate MYCN. However, because the effect of verlindamycin was not recapitulated by neither chemical nor genetic LSD1 inhibitor, we suggest that LSD1 blockade is not enough to enhance the differentiation-inducing potential of ATRA in neuroblastoma.

In conclusion, we hereby present this novel inhibitory mechanism of verlindamycin as a potential therapeutic treatment of neuroblastoma, including *MYCN*-amplified high-risk subgroup, for the first time.

## Supplementary information

Supplementary figures

# Supplementary material for: The biguanide polyamine analog verlindamycin promotes differentiation in neuroblastoma via induction of antizyme
**Source:** Cancer Gene Ther. 2021 Sep 14;29(7):940–50. doi: 10.1038/s41417-021-00386-6
**Supplement:** Supplementary file 1 — Supplementary figures

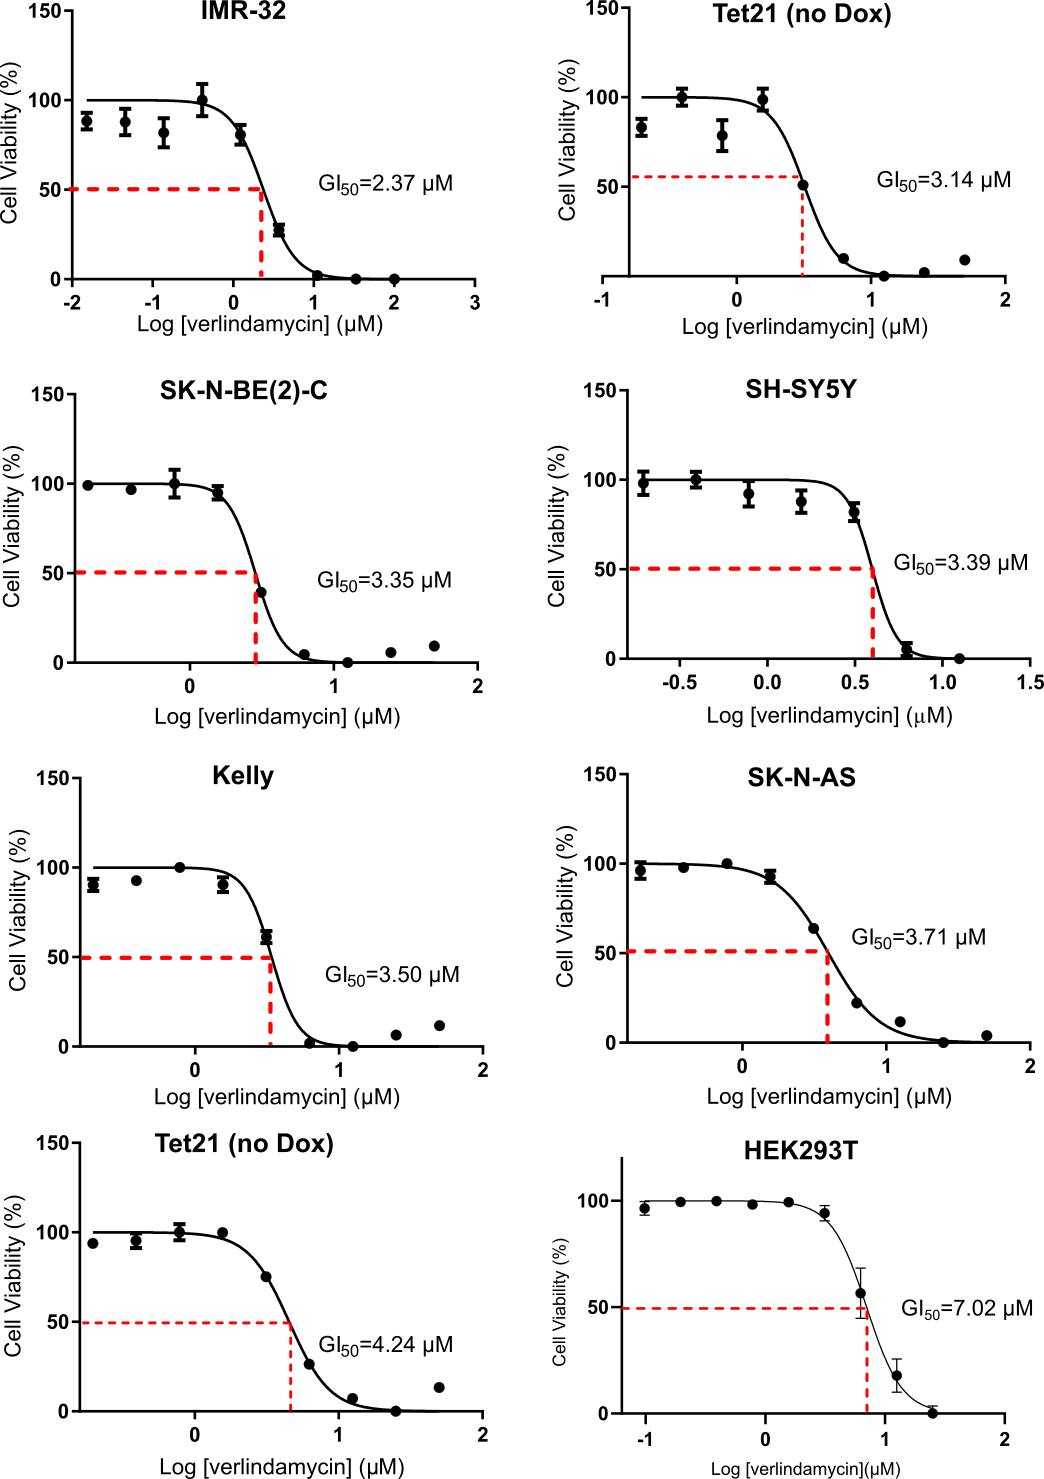

**Figure S1**. **GI_50_ curves of cells treated with verlindamycin.** Cells were treated with a range of drug concentration for 72h after which SRB assay was performed and GI_50_ curves were plotted with GraphPad Prism.

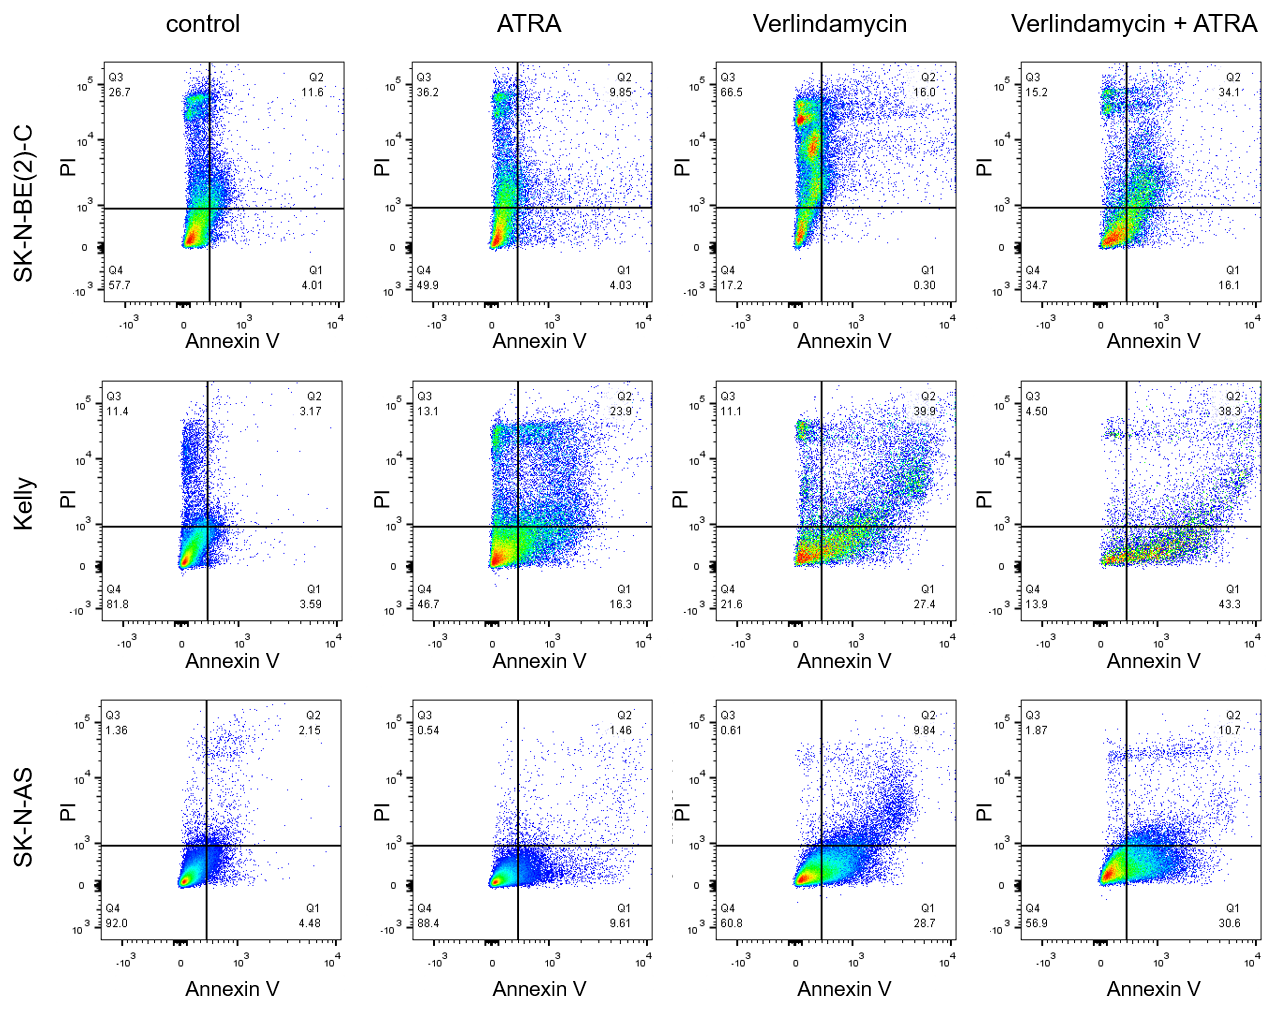

**Figure S2** **Verlindamycin treatment leads to increased apoptosis and cell death in neuroblastoma cell lines.** SK-N-BE(2)-C, Kelly and SK-N-AS were treated with 0.5 x GI_50_ verlindamycin and 1 μM ATRA for 6 days, fixed and stained with Annexin V FITC-conjugated antibody and PI to detect cell death. Treatment leads to increase in both early apoptotic cells (Q1) and late apoptotic or necrotic cells (Q2).

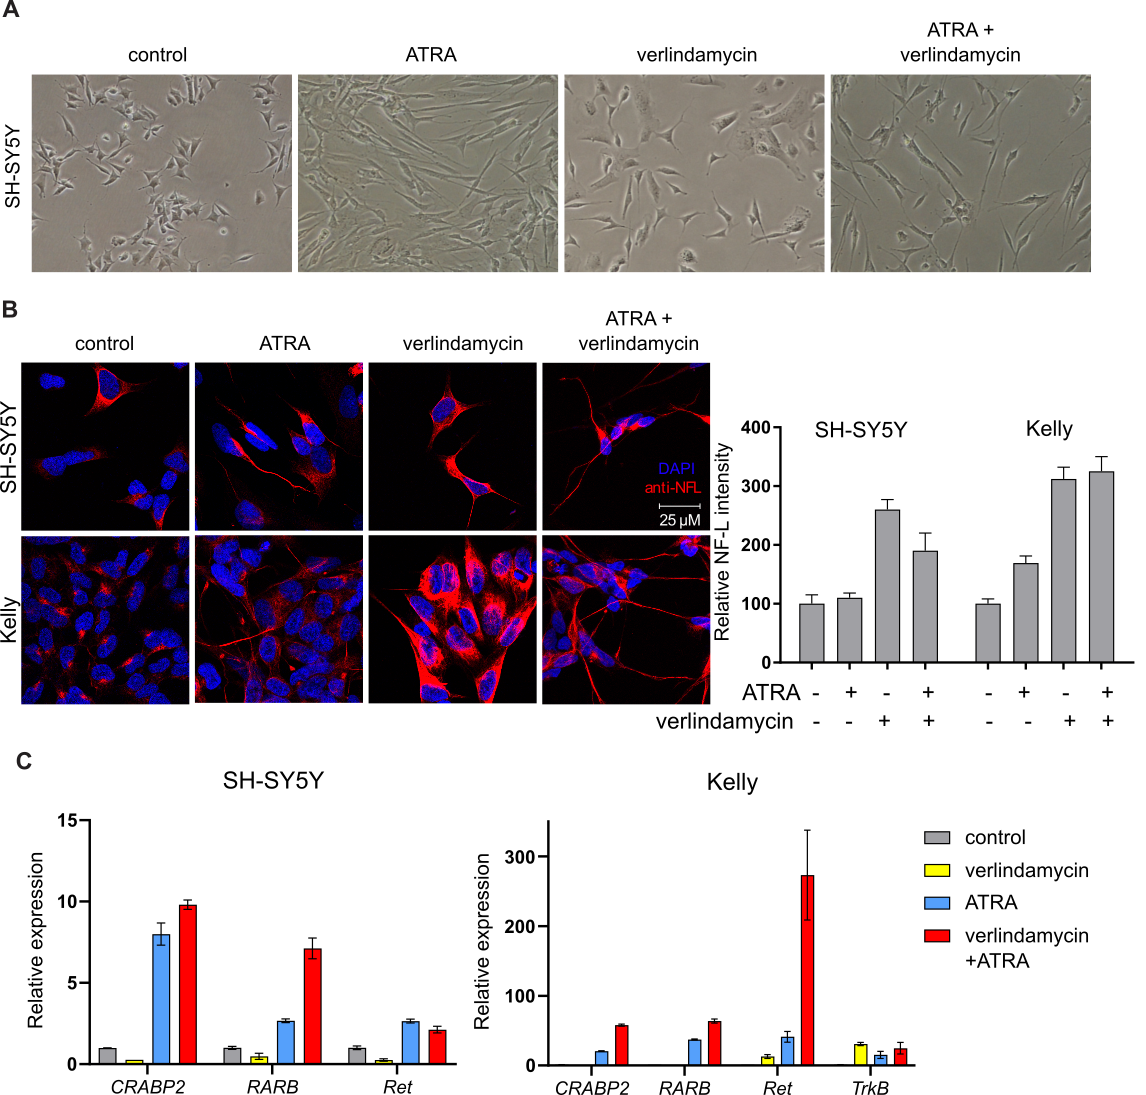

**Figure S3. Verlindamycin enhances ATRA-induced differentiation in neuroblastoma.** SH-SY5Y and Kelly were treated with 0.5 x GI_50_ verlindamycin and 1 μM ATRA for 6 days. (**A**) Brightfield microscope pictures show morphological differences upon treatment. (**B**) Cells were fixed and stained with neurofilament light chain (NFL, red) and DAPI (blue). (**C**) mRNA expression of ATRA-target genes (*CRABP2, RARB*) and neural markers (*Ret, TrkB*) was measured by RT-qPCR and normalized to *GAPDH.*

**Figure S4.** Summary of statistical analysis of differential gene expression in SK-N-BE(2)-C and SK-N-AS cell lines treated with ATRA and verlindamycin. (**A**) histogram of adjusted p-values (FDR) from all tests comparing treatments in SK-N-BE(2)-C cell lines. (**B**) Volcano plot summarising the significance and magnitude of changes following treatment of SK-N-BE(2)-C cell lines with ATRA and verlindamycin. (**C**) Scatter plot showing the average expression of genes with significant differences in expression (red points) in response to treatment of SK-N-BE(2)-C cell lines with ATRA and verlindamycin. (**D**), (**E**), (**F**) Equivalent plots of (**A**), (**B**), (**C**) but showing results for the SK-N-AS cell line.

**A**

**B**

**C**

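Of the 1178 probes called in SK-N-BE(2)-C and the 683 called in SK-N-AS, 71 probes of 67 genes were called in both, where independent lists would share 15.9. Of these, 11 rose in both lines, 16 fell in both, 29 rose in SK-N-BE(2)-C and fell in SK-N-AS, and 15 did the opposite. The 27 probes with the same direction against 44 with opposite directions gave p = 0.0568 against an even split (exact binomial test, two-sided), and genes are not independent replicates. This moved with the normalization. With the scanner software's log ratios, 119 probes were shared, 36 with the same and 83 with opposite directions (p = 1.96e-05, same exact test). With the authors' table, 40 and 63 were counted (p = 0.0297, same exact test), and with the Cy3 channel alone 54 and 51 (p = 0.845, same exact test).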

**Figure S5.** (**A**) Heatmap showing the centred and scaled expression values of genes with significant differences between ATRA and verlindamycin treated (right three columns) versus control (left three columns) SK-N-BE(2)-C cells. (**B**) Equivalent heatmap to that shown in G representing data for SK-N-AS cells. (**C**) Scatter plot of genes with significantly different expression levels in both the SK-N-BE(2)-C and SK-N-AS cell lines treated with ATRA and verlindamycin.

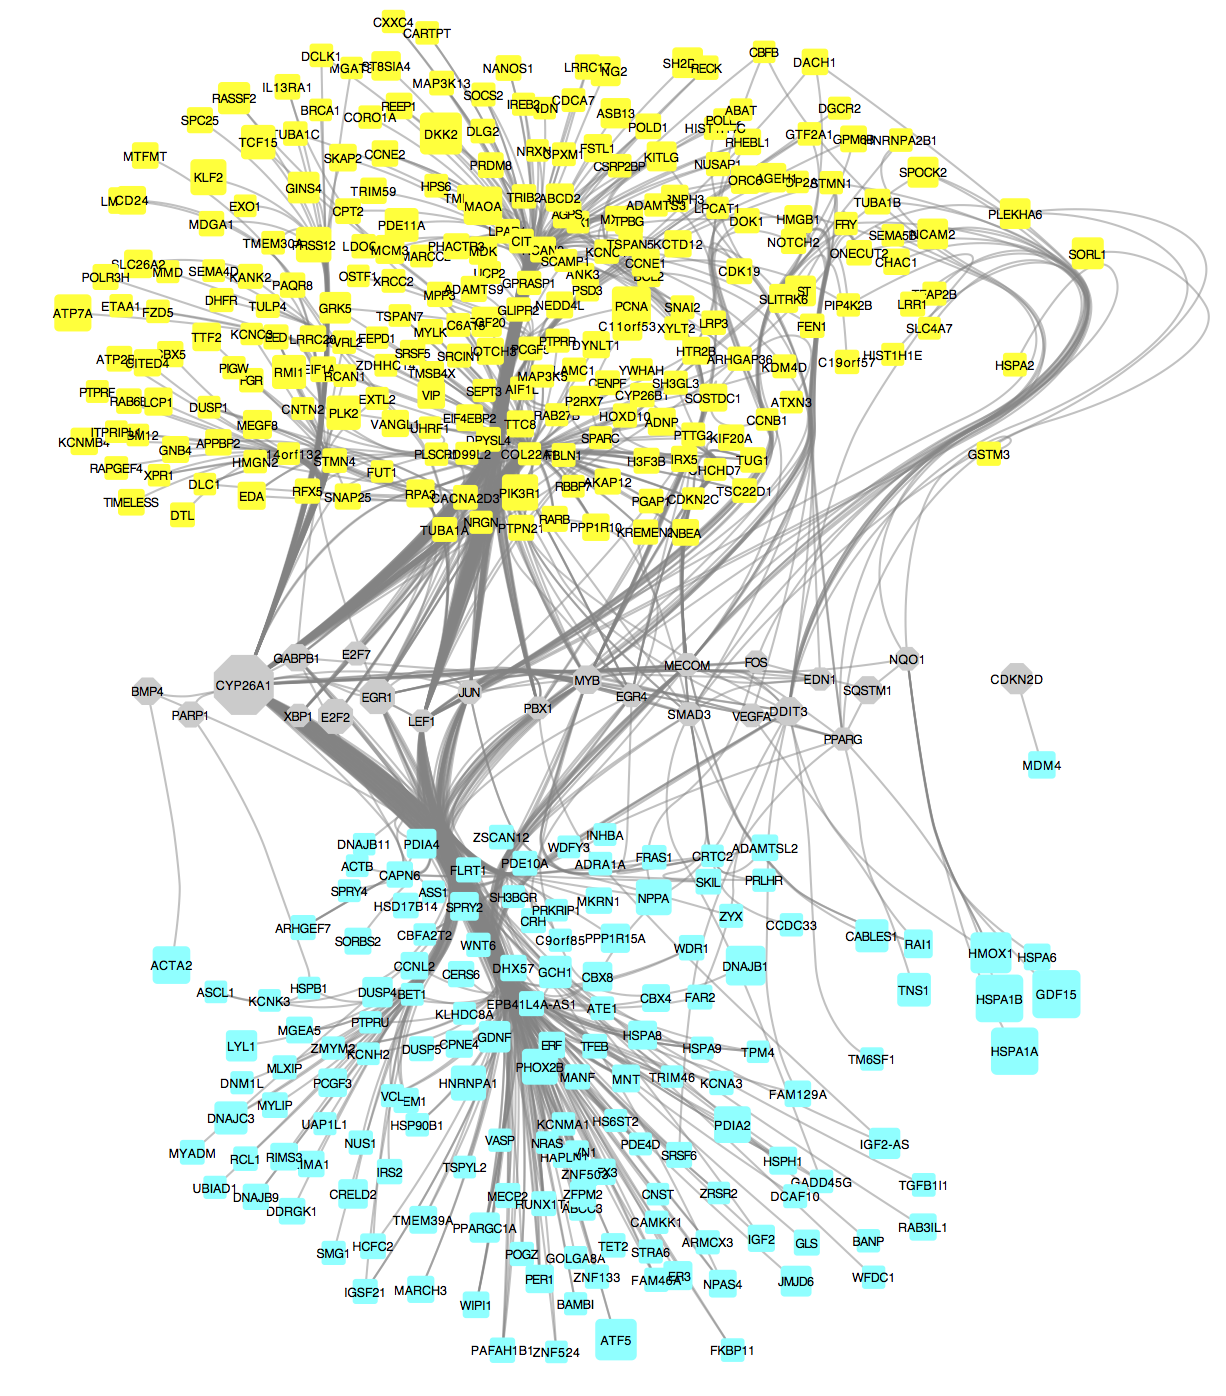

**A**

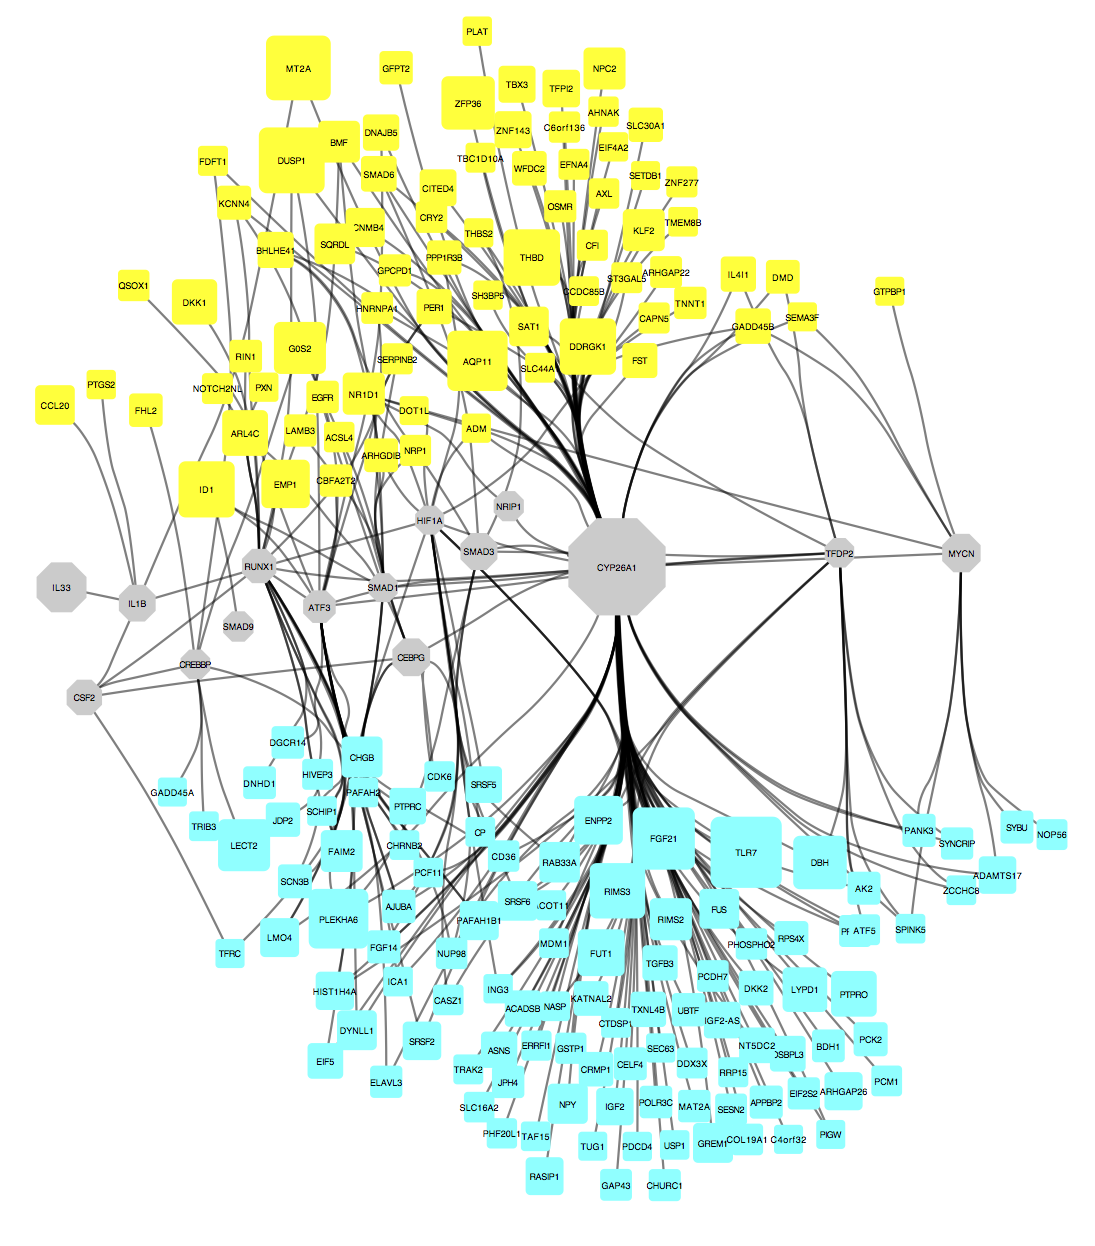
**Figure S6. Gene expression changes can be explained by a small number of regulatory genes.** Network showing up-regulated (yellow) and down-regulated (cyan) genes with previously reported regulatory relationships to genes (grey nodes) in (**A**) SK-N-AS cells (23 genes) and (**B**) SK-N-BE(2)-C cells (15 genes). Nodes were scaled according to absolute expression differences, with larger nodes having more extreme differences in expression in response to treatment.

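The gray regulator names were read from the networks by eye, so that their tallies only describe the arrays. Of the 23 genes of the SK-N-AS network, 5 had an FDR under 0.05 on the SK-N-AS arrays (5 adjusted over the list alone) and 2 of these passed the fold change threshold. Of the 15 genes of the SK-N-BE(2)-C network, 3 had an FDR under 0.05 on the SK-N-BE(2)-C arrays (3 adjusted over the list alone) and 2 passed both thresholds. On the arrays of the other line, 23 of the 23 and 15 of the 15 had an FDR under 0.05. As the study chose these genes on the same 12 arrays, the counts over the lists alone are not independent evidence. CYP26A1 and SMAD3 passed both thresholds in each line, with a log2 fold change for SMAD3 of 1.11 in SK-N-BE(2)-C and 1.44 in SK-N-AS.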

**B**A

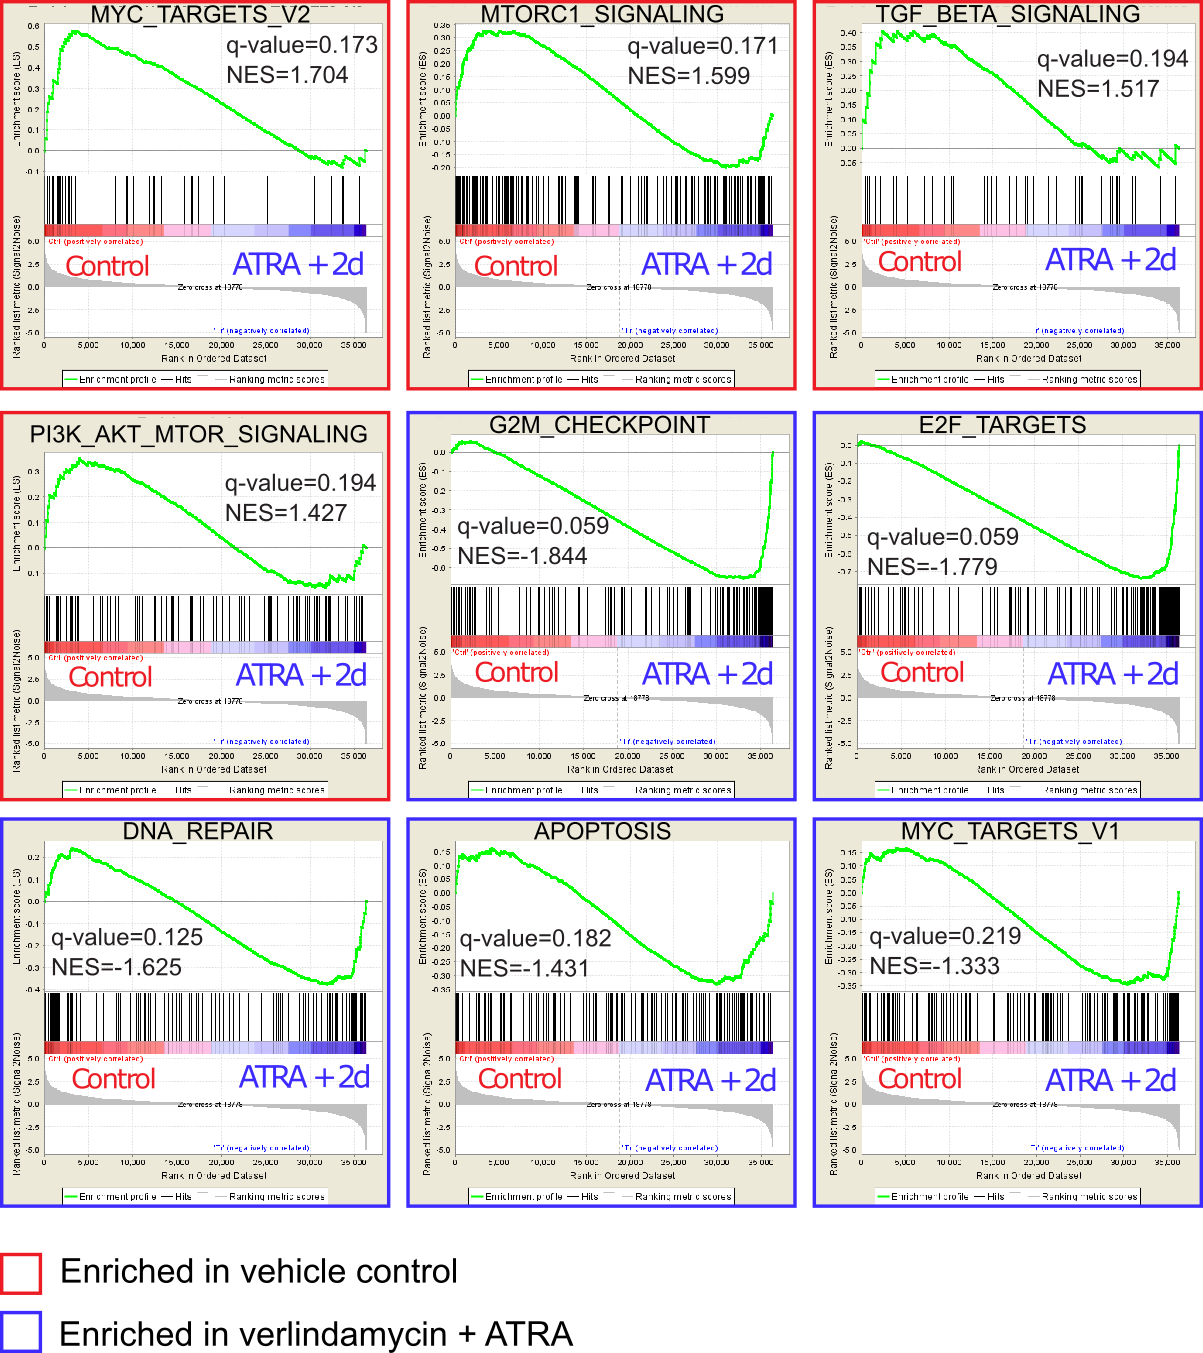

**Figure S7. Gene Set Enrichment Analysis (GSEA) of differential gene expression in SK-N-AS cells following co-treatment with verlindamycin (2d) and ATRA.** Gene expression data generated by expression microarray analysis following 6-days co-treatment with 1 μM ATRA and 0.5 x GI_50_ verlindamycin (2d) versus vehicle (DMSO) control were analyzed using GSEA to extract biological knowledge and highly-significantly enriched gene-sets are shown. The most up-regulated genes in vehicle control are shown on the left side (red), while the most up-regulated genes following ATRA + 2d treatment are shown on the right side (blue). Black bars represent the positions of the vehicle control versus ATRA + 2d up-regulated signature genes in the ranked list. Green curves represent the evolution gene density. Normalized enrichment scores (NES) reflect the degree to which genes are overrepresented. When the distribution is random, the enrichment score is zero. Enrichment of signature genes at the top of the ranked list results in a large positive deviation of the NES from zero. q-value; false discovery rate (FDR)-adjusted q-value.

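On the SK-N-AS arrays, the S phase list shifted by -0.28 (camera FDR 2.74e-05) and was lower on all 3 treated arrays, and the G2M list shifted by -0.06 (FDR 0.444). The TNFA list shifted by 0.37 (FDR 1.47e-08) and the TGF-beta list by 0.19 (FDR 0.0109), both higher on all 3 treated arrays. The reactive oxygen species list shifted by 0.16 (FDR 0.0259), a call lost with the Cy3 channel alone (0.13), with scaling between arrays (0.14), with slide as a fixed block (0.17) and with an estimated correlation. With single arrays left out this call was kept, but the shift ranged from 0.08 to 0.17, so that its size rests partly on single arrays. The oxidative phosphorylation list shifted by -0.05 (FDR 0.847).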

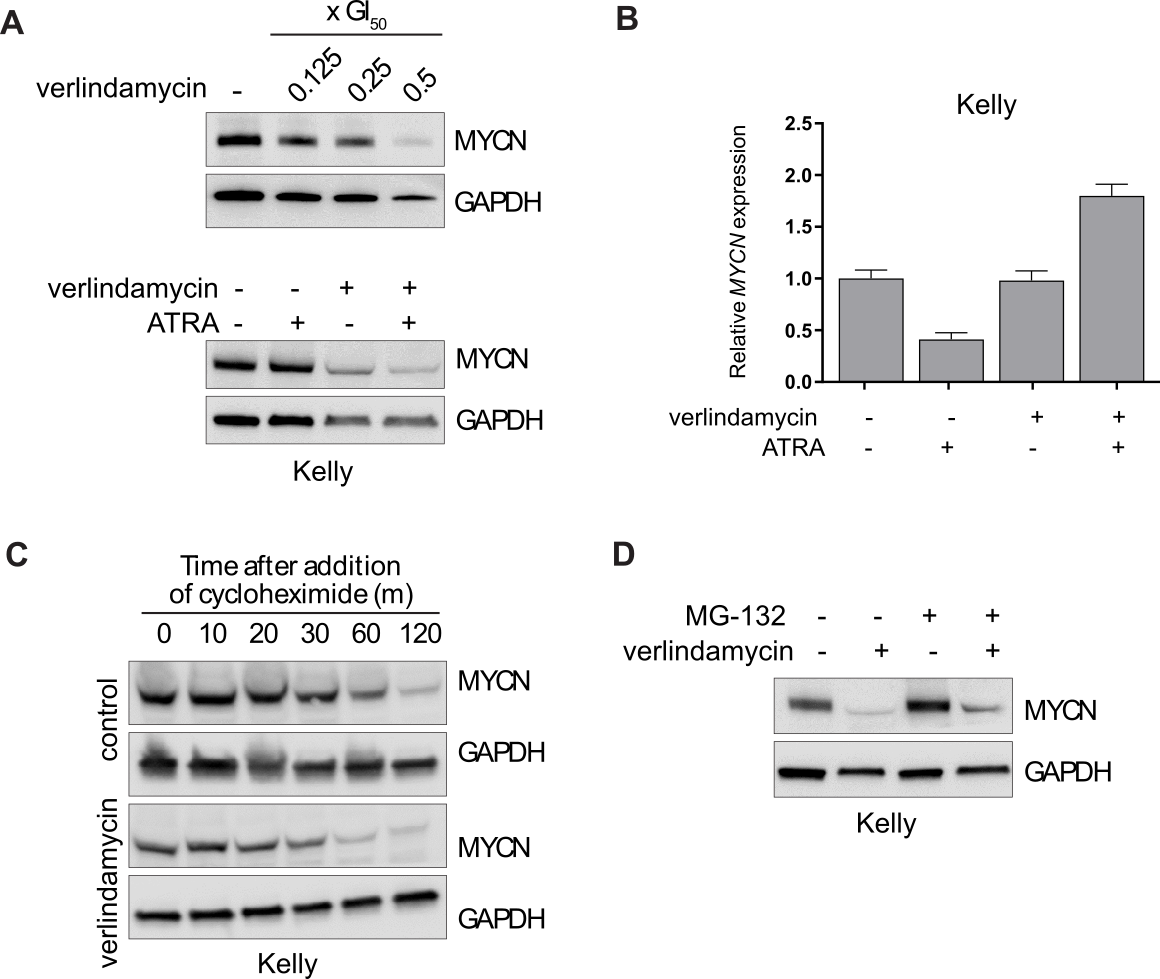

**Figure S8. Verlindamycin down-regulates expression of MYCN protein in *MYCN*-amplified neuroblastoma.** (**A**) MYCN protein levels were assessed in Kelly cells treated for 6 days: with increasing concentrations of verlindamycin (upper panel; GI_50_ = 3.5 μM) or with 0.5 x GI_50_ verlindamycin combined with 1 μM ATRA (lower panel). (**B**) *MYCN* mRNA expression was measured by RT-qPCR (relative to *GAPDH*) in Kelly cells treated for 6 days with 1 μM ATRA, 0.5 x GI_50_ verlindamycin or combination. (**C**) Kelly cells pre-treated with 0.5 x GI_50_ verlindamycin for 4 days were exposed to 25 µg/ml cycloheximide for up to 2h. (**D**) Kelly cells pre-treated with verlindamycin for 4 days were exposed to 10 µM MG-132 for 16h.

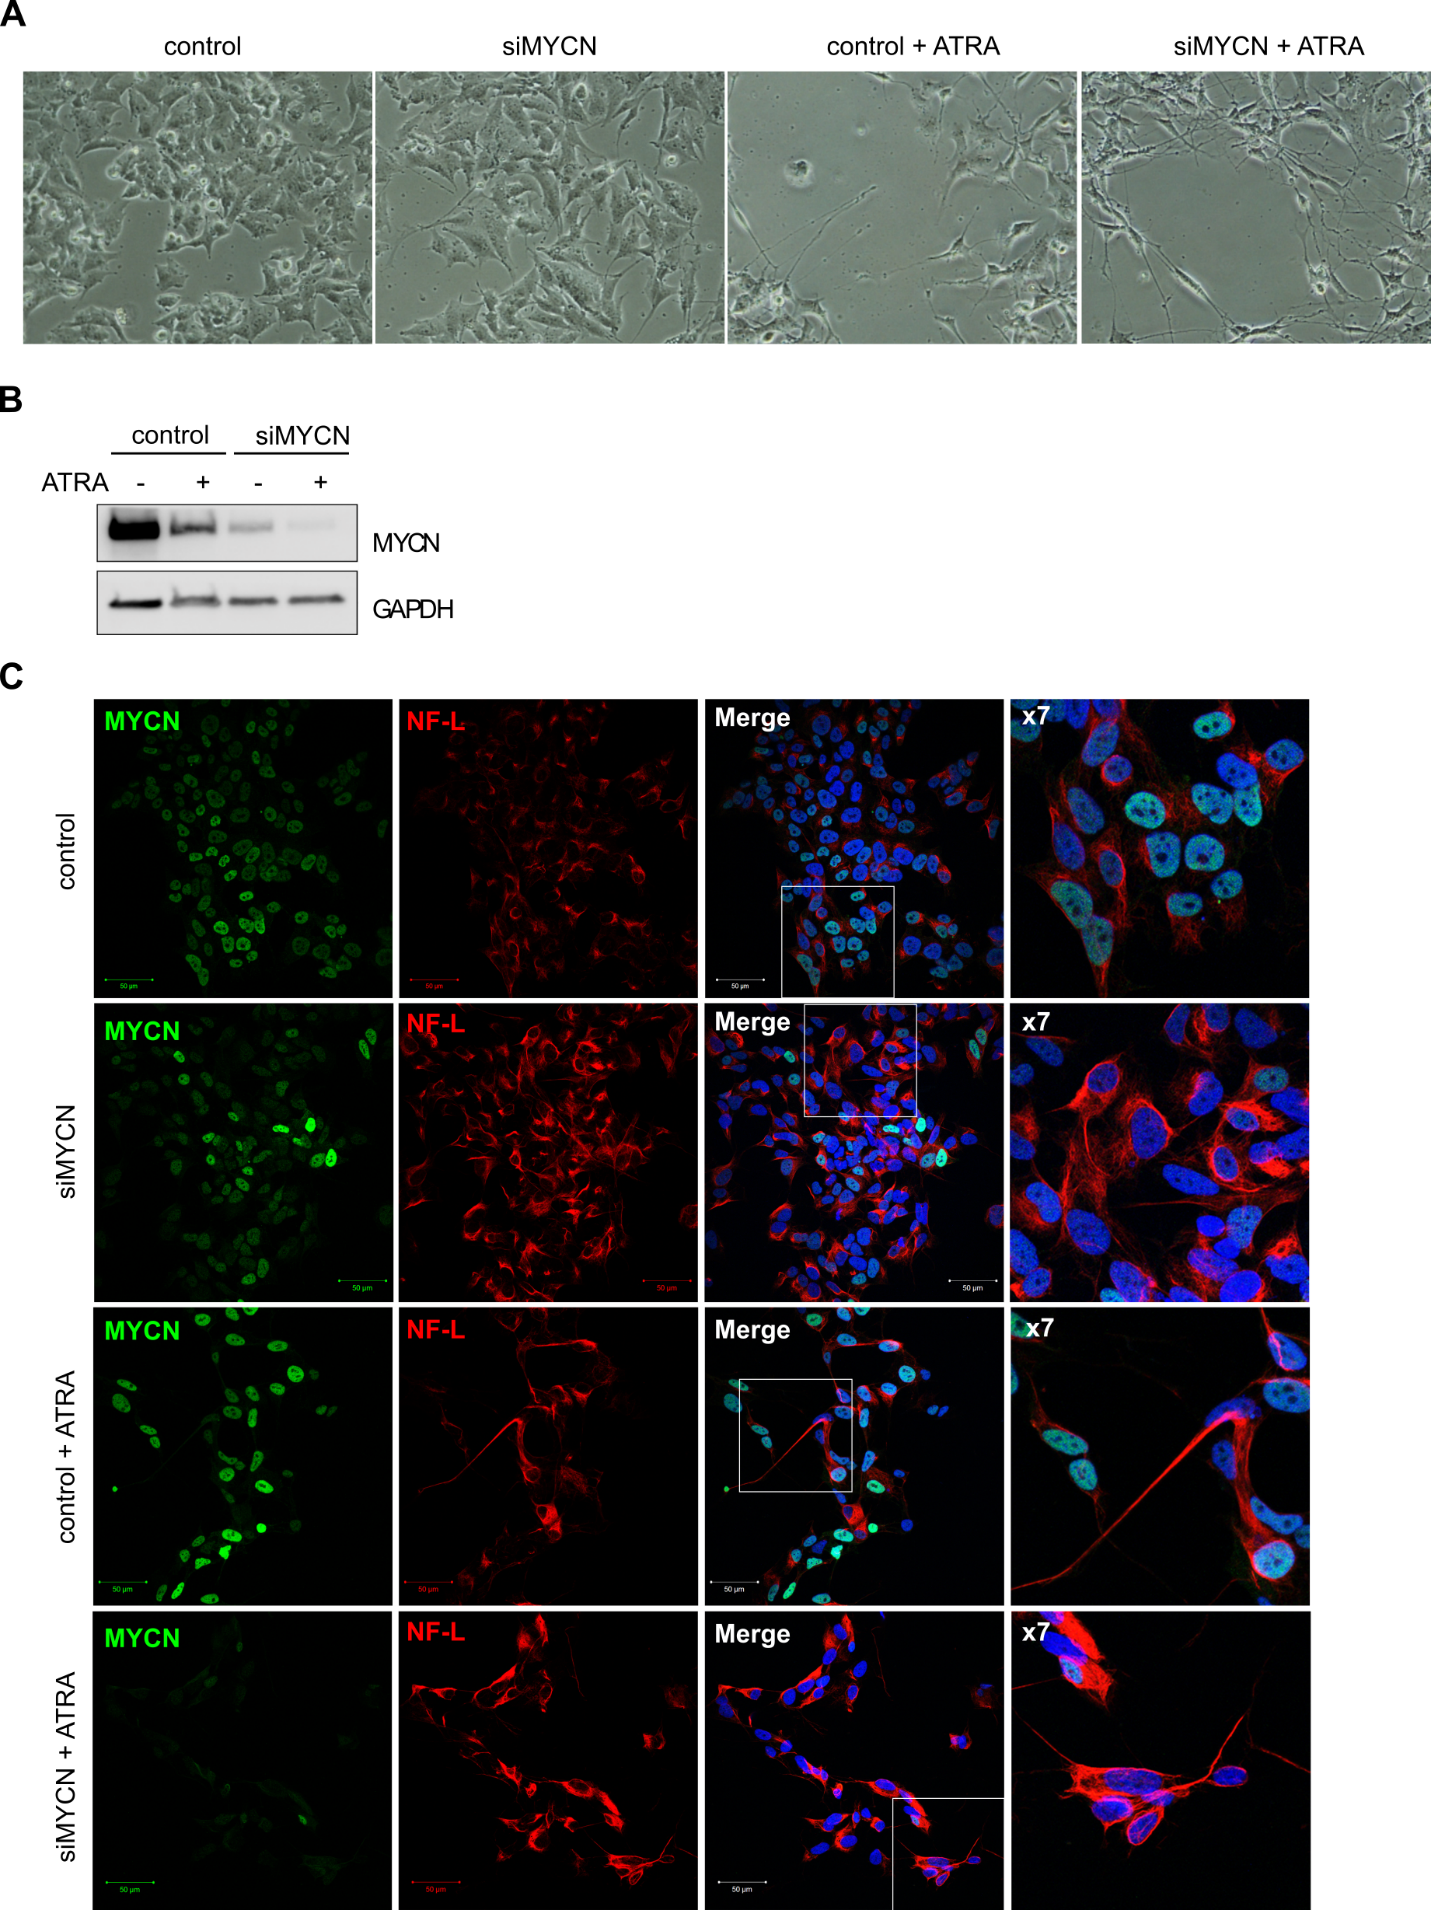

**Figure S9. siRNA-mediated MYCN knock-down leads to neuroblastoma differentiation.** SK-N-BE(2)-C cells were transfected with MYCN-targeting or non-targeting (control) siRNA with or without ATRA treatment for 72h after which (**A**) cells were observed under brightfield microscope (**B**) MYCN protein level was assessed by Western blotting (**C**) cells were fixed and stained with MYCN (green), NF-L (red) and DAPI (blue), scale bar at 50 μm.

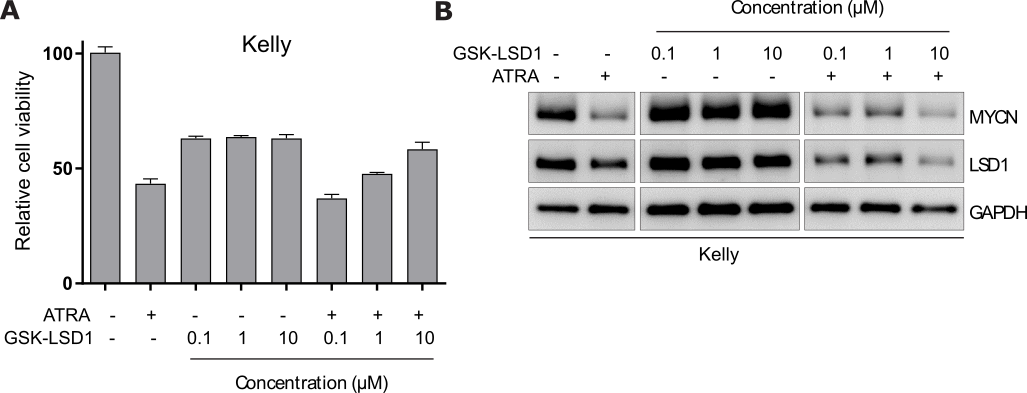

Figure S10. Inhibition of KDM1A/LSD1 is not the mechanism of action of verlindamycin. Kelly cells were treated with increasing concentrations of GSK-LSD1 with or without 1 μM ATRA as indicated for 6 days, after which (A) cell viability was assessed by CellTiter Glo. (B) MYCN expression level was tested in cells treated with GSK-LSD1 with or without addition of ATRA.

How the deposited data were processed for this re-analysis (not part of the article)

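Gene expression was measured in SK-N-BE(2)-C and SK-N-AS cells on 12 two-colour Agilent arrays, 3 control and 3 treated arrays in each line. Treated cells received 1.75 μM verlindamycin and 1 μM ATRA. The paper gives treatment on days 0 and 3 and harvest on day 6, and the sample labels count days 1, 4 and 7 after seeding. The sample was labelled with Cy3 and a common reference RNA with Cy5 on every array.

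The authors deposited the scanner output, in which each spot has a red and a green intensity, with a background intensity, and a log10 ratio of red over green after the scanner software's own background correction and dye normalization. They also deposited a table of normalized values per array, whose scale is not stated. Set against the scanner ratios, the values of the authors' table are log2 ratios of reference over sample, with a correlation of 0.886 or more over all spots and slopes of 0.979 to 0.986 over spots above 1000 in both channels. The sign was turned before use. The normalization behind that table is not named in the paper's text.

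From the intensities, the background was corrected with normexp (offset 50), arrays were normalized by loess, control spots and outlier-flagged spots were left out, and spots of one probe were averaged. This gave log2 ratios of sample over reference for 50599 probes, of which 31412 were named through RefSeq accessions and the others kept the name in the files. Dimness was judged from the Cy3 channel. Between 42.6% and 58.4% of spots were well above background, and no spot was saturated. Replicates of a group correlated at 0.931 to 0.984 across the 16953 probes well above background on every array.

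Treated and control arrays were compared in each line with limma (version 3.58.1, R 4.3.3), lmFit and eBayes, with Benjamini-Hochberg adjustment, an FDR of 0.05 and a log2 fold change beyond 1, as in the paper. The difference between the lines was tested on the interaction in a model of all 12 arrays. Gene lists were tested with limma's camera at a preset correlation of 0.01, with the brightest probe of each gene, and with fry, camera with an estimated correlation, and preranked enrichment on the signal-to-noise ratio (fgsea 1.28.0). The 16 lists were written by hand after the pathways the paper names, plus retinoic acid response, neuronal markers, cholesterol biosynthesis, integrated stress response and heat shock, and are not the published collections. Lists of polyamine pathway genes, of genes the paper names and of the regulators in Figure S6 were used for single genes. The symbol ADC of the polyamine list matched no named probe, which does not show that the gene has no probe.

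The genes named are, in each line, the 5 with the largest increase and the 5 with the largest decrease among called probes whose treated arrays all lay on one side of the controls, and genes of those lists. A gene with several probes is represented by the brightest. Where a probe was not well above background on every array of a group, the size of its change is uncertain.

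The comparison and the list test were run on simulated log ratios, drawn for each probe independently and without the normalization steps. Every planted change of a single probe lay beyond the fold change threshold. With 198 changed probes, 98% were recovered in the comparison of SK-N-BE(2)-C and 95.5% in that of SK-N-AS, with 1 and 4 of 49950 unchanged probes called. A shifted list was recovered in each, and 0 of 15 other lists were called by camera. As the simulated genes were independent, this does not show how often camera calls an unshifted list on correlated genes.

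The arrays lie on 7 slides and were scanned on 4 days. In SK-N-AS, slide as a block compares 2 control with 3 treated arrays and scan day 3 with 3. In SK-N-BE(2)-C, slide compares 1 control with 1 treated array and scan day 1 control with 3 treated arrays, so that a lone array is assumed to vary like the other groups. Other normalizations, background correction, filters on dim probes, spots tested singly, other variance models, replicate, slide and scan day blocks, single arrays left out and other tests were tried. The alternatives, designs and the rule for named genes were set before the data were examined, except for scan day as a block, slide as a block for the difference between the lines, all settings for the difference between the lines in single genes and lists, and other normalizations of the MYCN check.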

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

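The tests of the difference between the lines in gene lists and single genes, and those with scan day, were chosen after the results were seen, while the relabelling of arrays and the other settings for the change within a line were planned, and the latter were read as tests of a cause only after the results were seen.

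One rule, also set after the results were seen, is used for lists and single genes. An explanation is argued against as the whole cause where the value kept its direction, an FDR under 0.05 and a size at most 1.5 times smaller in every setting run for it.

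The response to treatment differed between the cell lines for 6365 probes (limma, interaction, FDR under 0.05). The cultures were relabelled as treated or control within each line, and of 100 labellings drawn from 200, 1, the real one, gave as many probes. Chance assignment of the arrays is therefore excluded for this count. The next largest, 4423 probes, came from exchanging treated and control in SK-N-AS alone, which keeps the true groups, and 76 of the drawn labellings gave 0 probes.

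Slide and scan day cannot be told apart from treatment in SK-N-BE(2)-C. Of its arrays, 1 control and 1 treated array share a slide, and 1 control shares the scan day of the 3 treated arrays. The values with these blocks therefore rest there on a lone control array and exclude neither explanation for a result in that line or for a difference between the lines. In SK-N-AS, slide compares 2 control with 3 treated arrays and scan day 3 with 3. The count of probes that differed was 9192 with slide and 5570 with scan day as a block.

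Gene lists also differed between the lines (camera on the interaction, SK-N-BE(2)-C minus SK-N-AS). The S phase list differed by 1.29, the G2M list by 0.88 and the heat shock list by -0.77. The highest FDR over these lists was 4.32e-08 under other normalizations and 2.8e-08 with single arrays left out, which argues against normalization and a single array as the whole cause. It was 2.79e-08 with slide and 6.8e-10 with scan day as a block, and both stay open. The TNFA list differed by -0.33. Normalization is argued against (FDR at most 6.5e-05, -0.6 to -0.29). With single arrays left out the FDR was at most 0.000179, but the difference was -0.21 without SK-N-BE(2)-C control replicate 3, more than 1.5 times smaller, so a single array stays open as a cause of its size, as do slide (FDR 4.89e-09) and scan day (FDR 4.37e-11). Culture and handling of the lines and a difference in response between the lines were not tested and stay open.

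The MYC targets V1 list differed by 0.26. The FDR was at most 0.000735 with single arrays left out, which argues against a single array as the whole cause. Normalization stays open, since the FDR was 0.74 with the Cy3 channel alone, and so do slide (FDR 0.000671) and scan day (FDR 5.48e-05). The neuronal marker list differed by 0.65. A single array is argued against as the whole cause (FDR at most 0.0035). The difference was 0.33 with scaling between arrays (FDR 0.0485), 0.29 with slide (FDR 0.00749) and 0.39 with scan day as a block (FDR 0.0226), and these stay open.

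The TGF-beta list differed by -0.29. It was -0.39 to -0.24 under other normalizations (FDR at most 0.0152) and -0.36 to -0.23 with single arrays left out (FDR at most 0.0218), which argues against normalization and a single array as the whole cause. Slide (FDR 0.0256) and scan day (FDR 0.0226) stay open. For the cholesterol biosynthesis list (-0.31) and the DNA repair list (0.19), normalization, slide, scan day and single arrays stay open. The highest FDR over these lists was 0.893 under other normalizations (DNA repair, Cy3 channel alone), 0.102 with slide as a block and 0.0885 with scan day as a block (cholesterol biosynthesis), and 0.0634 with single arrays left out (DNA repair, without SK-N-BE(2)-C control replicate 1).

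Among the genes with the largest changes, several had an interaction FDR under 0.05. The log2 fold change was higher in SK-N-BE(2)-C, by the difference given, for VEGFD (4.14), TMTC2 (3.41), TSPAN8 (2.72), TLR7 (2.71), SNAR-G2 (2.48), SNAR-F (2.46), NR0B1 (2.4) and TMSB15A (2.28). It was lower for MT1G (-4.54), GDF15 (-4.27), FLCN (-3.95), HSPA1B (-3.81), HSPA1A (-3.75), HSPA6 (-3.75), FA2H (-3.39), MT1E (-3.38) and MT1B (-2.87). MYCN also differed, by 1.71. For CYP26A1 (-0.29, FDR 0.898) and MEG3 (1.01, FDR 0.267) no difference was shown, though MEG3 passed under 2 of 20 settings, slide as a fixed block (1.72) and without SK-N-BE(2)-C treated replicate 3 (1.59). These differences have an uncertain size where a probe was not well above background on every array of a group, as for MT1G, HSPA6, NR0B1, FA2H, VEGFD and TLR7.

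For 12 genes well above background on every array (FLCN, GDF15, HSPA1A, HSPA1B, MT1B, MT1E, MYCN, SNAR-F, SNAR-G2, TMSB15A, TMTC2 and TSPAN8), the highest FDR of the difference was 0.0208 under other normalizations (GDF15) and 0.0101 with single arrays left out (TMSB15A), and no difference was more than 1.5 times smaller, which argues against normalization and a single array as the whole cause. The highest FDR was 0.00469 with slide and 0.0188 with scan day as a block, and both stay open. Near-identical copies among the SNAR, metallothionein and HSPA1 genes may share signal, and other probes of FLCN did not move, so the values hold for the probes named. Among the probes near background, the difference of NR0B1 was under an FDR of 0.05 in 11 of 20 settings and that of TLR7 in 18 of 20. Those of HSPA6, MT1G, FA2H and VEGFD were so in 20 of 20. As the sizes are uncertain for all of these probes, nothing is excluded from them. Handling of the cultures and a difference in response between the lines were not tested for single genes.

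A signal also appeared in lists for which the paper's text reports no array result. The paper measured a few retinoic acid response genes and neural markers by qPCR, and these lists are wider. In treated SK-N-BE(2)-C the integrated stress response list (-0.59) and the heat shock list (-0.73) were lower. Both, 2 of 2, kept direction and call under other normalizations and with single arrays left out, which argues against normalization and a single array as the whole cause. Both also kept them with slide and with scan day as a block (2 of 2), but slide and scan day stay open in that line. In treated SK-N-AS the integrated stress response list was lower (-0.95), and the cholesterol biosynthesis list (0.16) and the retinoic acid response list (0.63) were higher. All 3 kept direction and call under other normalizations, with slide or scan day as a block and with single arrays left out, which argues against normalization, slide, scan day and a single array as the whole cause. None of these lists was called with the correlation estimated from the data, and fry did not call the integrated stress response list in SK-N-BE(2)-C (FDR 0.0556). The neuronal marker list was lower in SK-N-AS (-0.38). This call was lost with scaling between arrays (-0.17) and with the scanner software's log ratio (-0.25), so normalization stays open for it. It was kept with slide (-0.41) or scan day (-0.38) as a block and with single arrays left out, but the shift was -0.24 without SK-N-AS control replicate 1, more than 1.5 times smaller, so a single array stays open as well. An effect of the treatment and of handling of the cultures were not told apart by any test and both stay open.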

How the results depend on the processing

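The cause of the changes below was not tested, except where an alternative tests fewer probes or arrays. Scan day as a block was chosen after the data were seen.

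Counts of differentially expressed probes and genes changed by more than 1.5 times as follows. With the FDR threshold alone, SK-N-BE(2)-C had 3354 upregulated probes (2954 genes) and 2970 downregulated (2476 genes), and SK-N-AS 1325 (1141 genes) and 1820 (1626 genes), because a criterion was dropped. The ordinary two-sample test gave 201 (191 genes) and 150 (133 genes) in SK-N-BE(2)-C, and 137 (122 genes) and 151 (141 genes) in SK-N-AS. With the Cy3 channel alone, SK-N-BE(2)-C had 2086 (1839 genes) and 1177 (1006 genes). This scaling moved the median of all probes in SK-N-AS to 0.178. The scanner software's log ratio gave 1141 upregulated probes (1038 genes) in SK-N-BE(2)-C, 719 downregulated (659 genes) in SK-N-AS and 119 probes called in both lines. Slide as a fixed block gave 1077 upregulated probes (998 genes) in SK-N-BE(2)-C. With single arrays left out, the downregulated probes in SK-N-AS ranged from 266 to 498 (240 to 451 genes), the lowest without treated replicate 2.

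The oxidative phosphorylation list in SK-N-BE(2)-C changed sign with the Cy3 channel alone (-0.03). It was no longer called with array weights (0.1), dim probes left out (0.11), no background correction (0.11), outlier-flagged spots kept (0.11), scan day (0.11) or slide as a fixed block (0.15), the replicate block by descriptions (0.12), the scanner software's log ratio (0.12), fry (0.12) or without control replicates 1 or 3 or treated replicate 3 (range over single arrays left out 0.06 to 0.16).

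The retinoic acid response list in SK-N-BE(2)-C was called with 12 arrays in one model (0.55), the authors' table (0.55), fry (0.55), array weights (0.58), no background correction (0.6) and without control replicate 3 or treated replicate 3 (range 0.41 to 0.58). With the Cy3 channel alone, mTORC1 (-0.17) and TNFA (-0.21) were called in SK-N-BE(2)-C, and MYC targets V2 (-0.08) and reactive oxygen species (0.13) were not in SK-N-AS. With scaling between arrays, mTORC1 (-0.14) was called in SK-N-AS, and neuronal markers (-0.17) and reactive oxygen species (0.14) were not. Neuronal markers were not called with the scanner software's log ratio (-0.25). MYC targets V2 in SK-N-AS was not called with dim probes left out (-0.07). TNFA in SK-N-BE(2)-C was called with scan day (-0.22) and slide (-0.21) as a block, and reactive oxygen species in SK-N-AS was not with slide (0.17). With the mean over probes of a gene, DNA repair in SK-N-AS was called (-0.07).

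Fry did not call the integrated stress response (-0.59) and MYC targets V2 (-0.17) in SK-N-BE(2)-C, and called MYC targets V1 (0.05). Preranked enrichment added DNA repair in SK-N-BE(2)-C (0.07) and SK-N-AS (-0.07), mTORC1 in SK-N-BE(2)-C (-0.02) and SK-N-AS (-0.09), and MYC targets V1 (0.05) and TNFA (0) in SK-N-BE(2)-C. With the correlation estimated from the data, 15 of 16 calls were lost. In SK-N-BE(2)-C these were G2M (0.78), heat shock (-0.73), integrated stress response (-0.59), MYC targets V2 (-0.17) and oxidative phosphorylation (0.12). In SK-N-AS they were cholesterol (0.16), integrated stress response (-0.95), MYC targets V1 (-0.22) and V2 (-0.11), neuronal markers (-0.38), reactive oxygen species (0.16), retinoic acid response (0.63), S phase (-0.28), TGF-beta (0.19) and TNFA (0.37).

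With single arrays left out, calls also changed for neuronal markers in SK-N-BE(2)-C (0.08 to 0.25, called without control replicate 3), DNA repair in SK-N-AS (-0.09 to -0.06, called without treated replicate 3 or control replicate 1) and MYC targets V2 in SK-N-AS (-0.15 to -0.09, not called without control replicate 2 or treated replicate 1).

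In SK-N-BE(2)-C the replicate numbers are not shown to pair the arrays, since deviations of same-numbered arrays correlated at -0.05, 0.09 and 0.08. In SK-N-AS these correlations were 0.55, 0.4 and 0.06. The arrays behind 0.55 and those behind 0.4 share a slide, so pairing and slide cannot be told apart there. The correlations cover the 16953 probes well above background on every array. With the number as a replicate block, 724 probes were upregulated and 469 downregulated in SK-N-BE(2)-C, and 314 and 437 in SK-N-AS. The retinoic acid response list in SK-N-BE(2)-C (0.55) was called under this block.

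In SK-N-BE(2)-C, slide as a fixed block compares 1 control with 1 treated array and scan day 1 control with 3 treated arrays. A lone array is there assumed to vary like the other groups, and these settings do not show that a result in that line is stable.

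The S phase list in SK-N-BE(2)-C kept its direction and call under all 26 alternatives run for it (0.83 to 0.96). MYCN in SK-N-BE(2)-C passed the threshold under none of 22 (-0.06 to 0.26). With dim probes left out, 714 probes were upregulated and 471 downregulated in SK-N-BE(2)-C, and 295 and 429 in SK-N-AS. Signal over background limits single probes, for which the size of a change is uncertain where a group was not well above background.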

Differences from the paper's values

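For SK-N-BE(2)-C, 709 probes were upregulated, where the paper reports 348 spots, and 660 genes, where the paper reports 255. None of the alternatives set before the data were examined came within 1.5 times of the paper's 348 spots, and the ordinary two-sample test did so for genes (191), the others not.

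For SK-N-AS, 281 probes were upregulated, where the paper reports 952 spots, and 256 genes, where the paper reports 661. The FDR threshold alone came within 1.5 times for spots (1325), and the other alternatives did not. None did so for genes.

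With each spot tested separately, as the paper counts spots, SK-N-BE(2)-C had 970 upregulated spots of 674 genes and 616 downregulated spots of 414 genes. SK-N-AS had 358 upregulated spots of 263 genes and 535 downregulated spots of 373 genes. The paper's values are 952, 661, 600 and 427 for SK-N-AS, and 348, 255, 539 and 378 for SK-N-BE(2)-C.

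The paper's Fig. 3 shows MYC targets V1, E2F targets, the G2M checkpoint, DNA repair and oxidative phosphorylation as higher in control SK-N-BE(2)-C cells. On the SK-N-BE(2)-C arrays the corresponding lists shifted by 0.05, 0.86 (S phase), 0.78, 0.07 and 0.12 with treatment. Over the alternatives the sign was not stable for MYC targets V1 (-0.11 to 0.13), DNA repair (-0.05 to 0.14) and oxidative phosphorylation (-0.03 to 0.16). The figure shows reactive oxygen species, TGF-beta and TNFA sets as higher after treatment, and the lists had medians of -0.01, 0 and 0 with camera's direction lower. Fig. S7 shows G2M, E2F, DNA repair and MYC targets V1 sets as higher in treated SK-N-AS cells and TGF-beta as higher in control. On the SK-N-AS arrays the lists shifted by -0.06, -0.28 (S phase), -0.07, -0.22 and 0.19. Over both figures, 5 of 19 set directions matched camera's direction on the arrays of the same line, and 6 with preranked enrichment. These directions were read by eye, and no setting called any of the lists named so far in the direction of its figure. The paper states that DNA repair fell, and no setting called the DNA repair list lower in SK-N-BE(2)-C. In SK-N-AS, where Fig. S7 shows it higher after treatment, it was called lower by preranked enrichment, with the mean over probes of a gene, and without treated replicate 3 or control replicate 1. PI3K-Akt was stated to fall, and no setting called that list in either line. The mTOR pathway was stated to fall, and preranked enrichment called the mTORC1 list lower in both lines, the Cy3 channel alone in SK-N-BE(2)-C (-0.17) and scaling between arrays in SK-N-AS (-0.14).

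The networks of Figure S6 show regulatory genes as differentially expressed. Of the names read by eye, 5 of 23 had an FDR under 0.05 on the SK-N-AS arrays and 3 of 15 on the SK-N-BE(2)-C arrays. On the arrays of the other line, 23 of 23 and 15 of 15 did.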

Other observations

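The tests of the cell line names, processing choices, ratio direction and array labels were chosen after the results were seen, as was the separate test of the G2M list, and the others were planned.

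With spots tested separately, each of the 8 counts on the arrays of a line lay nearer the paper's count for the other line. With spots of a probe averaged this did not hold throughout, since the 469 downregulated probes in SK-N-BE(2)-C lay nearer the paper's 539 for that line than its 600 for SK-N-AS. A candidate explanation is that the names of the cell lines are exchanged between the paper's report and the array labels. The largest ratio between a count from separate spots and the paper's count for the other line was 1.03 over 8 counts. Of 19 set directions read from Fig. 3 and Fig. S7, 18 matched camera's direction in the other line (19 with preranked enrichment), against 5 in the same line (6 with preranked enrichment). Sets of inflammatory response and apoptosis were left out, for want of a list. Of the 23 regulators in the SK-N-AS network of Figure S6, 23 had an FDR under 0.05 on the SK-N-BE(2)-C arrays, and of the 15 in the other network, 15 on the SK-N-AS arrays. These names were read by eye and only describe the arrays.

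Other explanations were tested. One of the processing choices run here would need a setting that brings the counts of both lines near the paper's for the same line. The largest ratio over the counts of both lines was 2.75 or more in every such setting. Exchanging up and down, as for a ratio turned the wrong way, left a largest ratio of 1.8 or more. Arrays that carry the name of the wrong cell line would show more MYCN on the arrays named SK-N-AS, but MYCN was 6.36 higher (log2) on those named SK-N-BE(2)-C, the MYCN-amplified line, and between 6.29 and 6.71 under other normalizations. Where an exchange arose cannot be seen from the files, and it stays a hypothesis, since it was found on the same data. No biological explanation was tested.

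Chance cannot be excluded from the splits for the counts within a line, since 3 arrays against 3 make 10 splits. Only the real split, 1 of 10, gave as many called probes in SK-N-BE(2)-C (1178) and in SK-N-AS (683). Of the other splits, 0 called a probe in SK-N-BE(2)-C, and the largest called 8 in SK-N-AS, where control replicate 2 and treated replicates 2 and 3, the arrays of one slide, were parted from the others.

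Verlindamycin is a cationic amphiphile, and it was tested whether treatment raises cholesterol biosynthesis genes in both lines. The list rose in SK-N-AS (0.16, FDR 0.000543), and in SK-N-BE(2)-C its median was 0.02 with a mean of -0.03, so that members going both ways decide nothing. It was also tested whether the integrated stress response rises in both lines. The list fell in both (-0.59 and -0.95), which speaks against a rise at the time of harvest. Another test asked whether cell cycle lists move apart between the lines. The S phase list did, with a difference of 1.29 (FDR 6.82e-23) and calls in opposite directions. For the G2M list the interaction was called, but the FDR in SK-N-AS was 0.444, so that an opposite direction is not shown.

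The paper measured several genes by qPCR. On the arrays, without blocks, CRABP2 had a log2 fold change of 0.8 in SK-N-BE(2)-C (FDR 0.00242) and 0.44 in SK-N-AS (FDR 0.301), RARB of 1.35 (FDR 0.000106) and 0.05 (FDR 0.923), with RARB well above background on 1 of 3 SK-N-BE(2)-C control arrays, and RET of 0.51 (FDR 0.305) and 0.9 (FDR 0.028). NTRK2 was not well above background in either line. ODC1 changed by 0.34 (FDR 0.0647) and -0.74 (FDR 0.0147), and OAZ1 by 0.07 (FDR 0.841) and -0.18 (FDR 0.511). The paper measured ODC1 and OAZ1 by qPCR after a shorter treatment with verlindamycin alone. The arrays had verlindamycin with ATRA, so these values do not repeat that measurement. MYCN in SK-N-AS changed by -1.52 (FDR 0.00971).

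Several of these results crossed the FDR threshold under other settings. CRABP2 in SK-N-AS passed it with slide as a fixed block (0.45), scan day as a block (0.44) and both replicate blocks (0.44), and CRABP2 in SK-N-BE(2)-C failed it with the scanner software's log ratio (0.7). ODC1 in SK-N-BE(2)-C passed it with slide as a fixed block (0.51, from 1 control and 1 treated array) or a random block (0.35), array weights (0.35) and without treated replicate 3 (0.41). ODC1 in SK-N-AS failed it with the Cy3 channel alone (-0.58) and without treated replicate 2 or 3 (-0.78). RET in SK-N-BE(2)-C passed it without control replicate 3 (0.88), and RET in SK-N-AS failed it under 8 of 22 alternatives. OAZ1 in SK-N-AS passed it with the authors' table (-0.46), and MYCN in SK-N-AS failed it with the Cy3 channel alone (-1.76).

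Of 17 polyamine pathway genes, 7 in SK-N-BE(2)-C and 4 in SK-N-AS had an FDR under 0.05 (11 and 4 adjusted over the list alone), and of 17 genes the paper names, 4 and 4 (7 and 5 adjusted over the list alone).

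Other lists not given elsewhere were the neuronal markers in SK-N-BE(2)-C (0.18, FDR 0.162), higher on 3 of 3 treated arrays, the heat shock list in SK-N-AS (0.15, FDR 0.157), higher on 2 of 3, and the retinoic acid response list in SK-N-BE(2)-C (0.55, FDR 0.0526), higher on 3 of 3.

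Across 21346 genes the log2 fold changes of both lines correlated at -0.058 (Pearson) and -0.093 (Spearman), and genes are not independent replicates.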
